# Maternal metabolic status and in-vitro culture conditions during embryonic genome activation deregulate the expression of energy-related genes in the bovine 16-cells embryo

**DOI:** 10.1371/journal.pone.0290689

**Published:** 2023-08-25

**Authors:** Maria B. Rabaglino, Niamh Forde, Urban Besenfelder, Vitezslav Havlicek, Helmut Blum, Alexander Graf, Eckhard Wolf, Patrick Lonergan

## Abstract

The molecular consequences of the metabolic stress caused by milk production of dairy cows in the early embryo are largely unknown. The objective was to determine the impact of dam metabolic status or in vitro culture during embryonic genome activation (EGA) on the transcriptomic profiles of bovine 16-cell stage embryos. Two days after synchronized oestrus, in vitro produced 2- to 4-cell stage embryos were endoscopically transferred in pools of 50 into the oviduct ipsilateral to the corpus luteum of lactating (LACT, n = 3) or nonlactating (i.e. dried off immediately at calving; DRY, n = 3) dairy cows. On Day 4, the oviducts were flushed to recover the embryos. Pools of five Day-2 embryos (n = 5) and Day-4 16-cell stage embryos obtained in vitro (n = 3) or from LACT or DRY cows were subjected to RNAseq. Temporally differentially expressed genes (DEG; FDR<0.05) between Day-2 and Day-4 embryos were determined considering the differences between the three conditions under which EGA occurred. Also, DEG between Day-4 embryos derived from the three conditions were identified. Functional analysis of the temporal DEG demonstrated that genes involved in ribosome, translation and oxidative phosphorylation in the mitochondria were strongly more expressed in Day-4 than Day-2 embryos. Comparison of Day-4 embryos that underwent EGA in vitro, or in LACT or DRY cows, identified DEG enriching for mitochondrial respiration and protein translation, including the mTOR pathway. In conclusion, exposure of the embryo to an unfavourable maternal metabolic status during EGA influences its transcriptome and potentially the competence for pregnancy establishment.

## Introduction

In mammals, several major developmental events occur during the first week of development following fertilization. These events include the first mitotic division, the timing of which has consequences for subsequent developmental competence [1], embryonic genome activation (EGA) [2], morula formation through the establishment of tight junctions between adjacent blastomeres in the developing embryo [3], blastocyst formation, involving the differentiation of inner cell mass and trophectoderm cells, and the onset of X-chromosome inactivation [4, 5]. Amongst these events, the switching on of the embryonic genome, which occurs at a species-specific stage, is arguably the most crucial for subsequent viability during development [6]. The EGA process occurs in two waves: a minor wave in the initial stage of active transcription followed by a second, major, wave, when widespread transcriptional activity of zygotic genes increases dramatically. This occurs between the 8- to 16-cell stage in bovine embryos [7, 8] and involves depletion of maternal transcripts stored in oocytes by degradation and translation, and their replacement by new embryo-specific transcripts. Indeed, many embryos fail to develop beyond this stage, due, at least in part, to insufficient expression of EGA-associated genes [9]. The environment in which the embryo develops in the first week after fertilization significantly affects blastocyst quality [10, 11]. In cattle, although the in vitro production (IVP) of embryos is now routine practice, the competence of the resulting embryos is often compromised [12]. Using alternative in vivo or in vitro culture (IVC) conditions before and during EGA, Gad, Hoelker [13] highlighted the critical influence of the environment in which EGA occurred on the blastocyst transcriptome. Culture conditions also affected the embryonic proteome around the time of EGA [14].

The physiological changes associated with milk production impact on circulating metabolites during the early postpartum period and have been implicated in poor reproductive efficiency in high-producing dairy cows [15, 16]. For example, the oviducts of postpartum lactating (LACT) cows, exposed to elevated concentrations of non-esterified fatty acids, betahydroxybutyrate (BHB), and reduced concentrations of insulin, IGF-I and glucose, were less capable of supporting development of early embryos to the blastocyst stage following endoscopic transfer of 2- to 4-cell embryos and recovery at Day 7, compared to the oviducts of heifers [17] or nonlactating (DRY) cows [16]. Thus, even if the embryo undergoes EGA in a more ‘optimal’ condition i.e., in an in vivo environment versus IVC, the dam status can alter the embryo transcriptomic profile and its developmental capacity. Therefore, we hypothesized that both IVC and the metabolic consequences of lactation would impact the transcriptome of the developing embryo around the time of genome activation.

Using a unique previously validated model [15, 16] involving drying off cows immediately after calving (to avoid lactation-induced metabolic stress) or milking them twice per day as is routine, the aims of this study were to characterize the effect of postpartum maternal metabolic status or culture in vitro on the embryonic transcriptome following EGA. We used high-throughput sequencing to generate comprehensive transcriptome profiles of Day 2 (pre-EGA) and Day 4 (post-EGA) bovine embryos following culture in vitro or in the oviducts of postpartum DRY or postpartum LACT dairy cows. Next, we identified clusters of differentially expressed genes (DEG) between the Day-4 16-cell embryo and the maternal mRNA in the Day-2 4-cell embryo, highlighting the differences between the three environmental conditions. Finally, we focused on the 16-cell stage to unravel the overall effects of the environment in which EGA occurred (in vitro or in vivo in the oviducts of dry or lactating cows) on the transcriptome.

## Materials and methods

### Animals

All experimental procedures involving animals were sanctioned by the Animal Research Ethics Committee of University College Dublin and were licensed by by the Department of Health and Children, Ireland, in accordance with the Cruelty to Animals Act, 1876, and the European Community Directive 86/609/EC. The study was part of a larger study examining the influence of lactation-induced metabolic status on various aspects of the reproductive axis, including the follicular fluid metabolomic profile [15], the oviduct epithelial transcriptome [18], the oviduct fluid proteome [19], the uterine endometrial transcriptome [20] and the conceptus transcriptome and amino acid composition of uterine fluid [21]. The animal model used has been previously described in detail [15]. Briefly, 40 in-calf primiparous Holstein–Friesian heifers with a similar economic breeding index were enrolled into the study. At calving, cows were randomly assigned to one of two groups: (1) lactating (n = 20) or (2) non-lactating (n = 20). From calving, animals in the lactating group (LACT) were milked twice per day (07:00 and 16:00 h), while those in the non-lactating group were dried off immediately after calving (DRY; i.e. never milked). This model results in cows with very divergent metabolic status with LACT cows having higher serum concentrations of non-esterified fatty acids and beta-hydroxybutyrate, and lower glucose, insulin and insulin-like growth factor 1 (IGF1) compared with DRY cows [15, 16]. At approximately 50 days postpartum, oestrous cycles of DRY (n = 8) and LACT (n = 10) cows were synchronised by administration of a prostaglandin F2α analogue (PG; Estrumate, Intervet, Dublin, Ireland; equivalent to 0.5 mg Cloprostenol). Cows were observed for standing heat from 48 h following PG injection every 4 h (heat = Day 0). On the morning of Day 0 all animals received a 2.5 ml injection of Receptal (equivalent to 0.01 mg buserelin; Intervet, Dublin, Ireland) to ensure ovulation of the dominant follicle. On Day 2, IVP embryos were transferred in pools of 50 2- to 4-cell stage embryos into the oviduct ipsilateral to the CL via transvaginal endoscopic transfer as previously described [17]. On Day 4, the contents of the oviducts were flushed into the uterus using the same transvaginal endoscopic procedure and subsequently recovered by routine transcervical flushing of the uterus. The number and developmental stage of the structures recovered were recorded (Table 1). Embryos recovered from each individual cow at the 16-cell stage of development were snap frozen in pools of five in 1–2 μl of PBS and stored at -80°C prior to RNA sequencing. The experimental design is illustrated in Fig 1.

**Fig 1:**
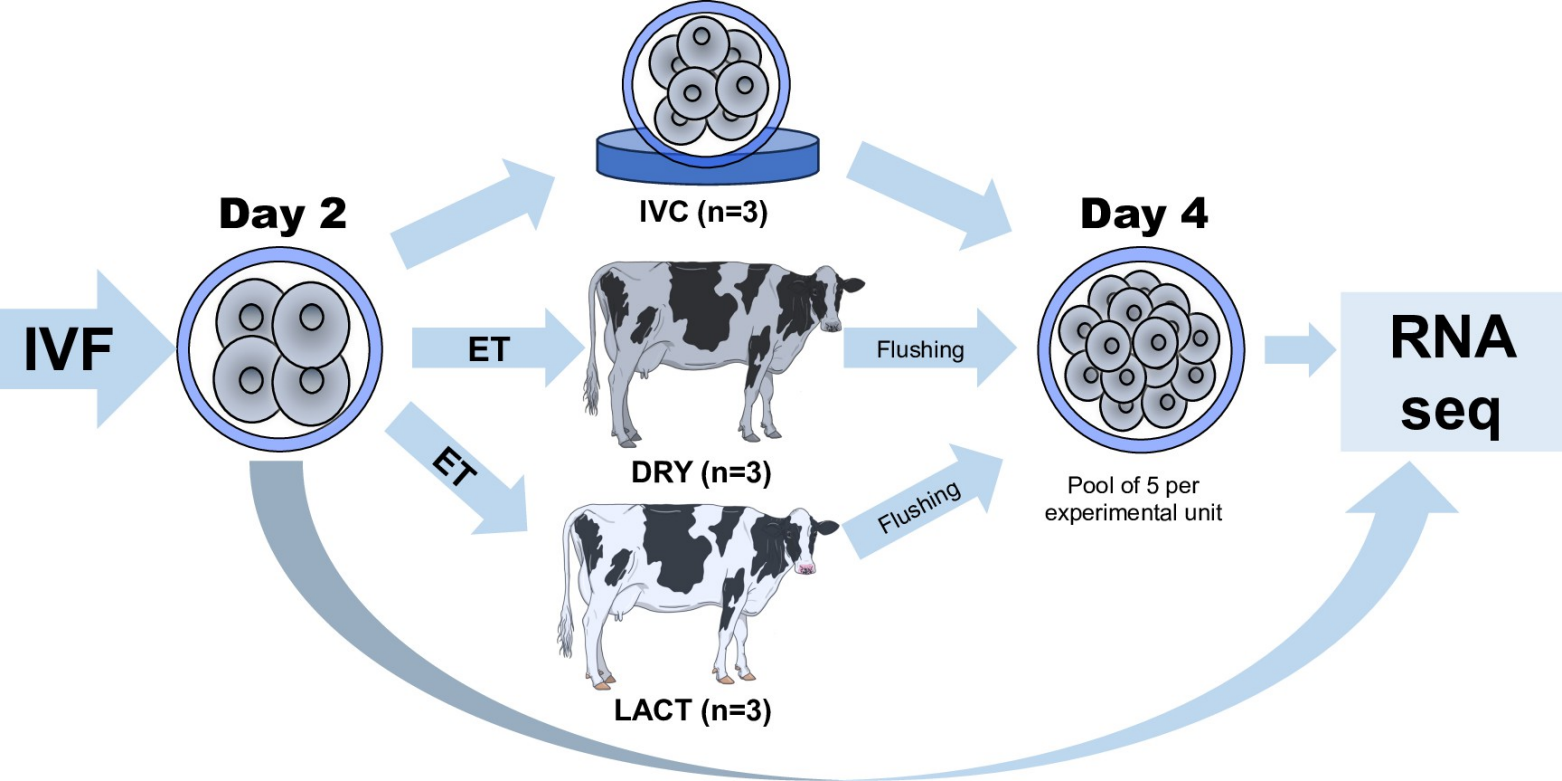
Experimental design employed in this study. Two days after synchronized oestrus, in vitro-produced embryos were transferred in pools of 50 Day-2 (IVF = Day 0) 2- to 4-cell stage embryos into the oviduct ipsilateral to the corpus luteum of postpartum dairy cows that were either milked (i.e. lactating) post-calving (LACT) or were dried off immediately at calving (i.e. nonlactating; DRY) via transvaginal endoscopic transfer. On Day 4, the oviducts were flushed and 16-cell stage embryos were snap-frozen in pools of 5 on an individual cow basis before mRNA extraction for RNAseq. A control group was maintained under in vitro culture (IVC) and processed in the same way for RNA Seq. Pools of five Day-2 embryos (n = 5) were also subjected to mRNA extraction for RNAseq.

**Table 1:** Embryo recovery from postpartum nonlactating (DRY) or lactating (LACT) cows on Day 4 following oestrus.

Group	No. of structures recovered/No. transferred (%)	16-cell No. structures (%)	8- to 10-cell No. structures (%)	4-cell No. structures (%)	Degenerate No. structures (%)
**DRY (n = 8)**	252/400 (63.0%)	95 (37.7%)	58 (23.0%)	22 (8.7%)	80 (31.7%)
**LACT (n = 10)**	275/500 (55%)	102 (37.1%)	68 (24.7%)	46 (16.7%)	58 (21.1%)

All cows received 50 in vitro produced 2- to 4-cell stage embryos on Day 2 of the oestrous cycle via endoscopic oviduct transfer.

### In vitro embryo production

Embryos were produced in vitro as previously described [11]. Briefly, immature cumulus–oocyte complexes (COCs) were recovered by aspirating follicles from the ovaries of heifers and cows slaughtered at a local abattoir, pooled, washed in PBS, and matured for 24 h in groups of 50 in 500 μL TCM-199 supplemented with 10% fetal calf serum and 10 ng/mL epidermal growth factor at 39°C under an atmosphere of 5% CO_2_ in air with maximum humidity. Matured COCs were inseminated with frozen-thawed sperm from one bull of proven fertility at a concentration of 1 × 10^6^ sperm/mL. Gametes were co-incubated for 20 h at 39°C in an atmosphere of 5% CO_2_ in air with maximum humidity. Presumptive zygotes were denuded by gentle vortexing and cultured in synthetic oviduct fluid droplets supplemented with 3 mg/ml of BSA (25 μL; 25 embryos per droplet) at 39°C in a humidified atmosphere with 5% CO_2_ and 5% O_2_ under mineral oil.

### RNA sequencing of embryos

RNA extraction was carried out on pools of five Day-2 embryos (n = 5) or pools of five Day-4 embryos following culture in vitro (IVP; n = 3) or recovery from DRY (n = 3) or LACT (n = 3) cows. For the in vivo conditions, the five embryos in each pool were collected from the same cow. Extracted RNA was used to construct sequencing libraries using the Encore Complete RNASeq library system of NuGEN. A minimum of 100 ng of total RNA was used and samples were enriched for non- rRNA during cDNA synthesis. No ribosomal depletion or polyA-RNA enrichment steps were carried out while all non-rRNA were captured. This also allowed us to retain RNA strand information. All libraries were sequenced on the Illumina HiSeq 1500 as 100 bp single end reads. After demultiplexing, adaptor sequences and poly A tails were removed and an additional number of sequencing runs was performed to ensure sufficient coverage, generating ~45 million raw reads per sample in FASQ format.

### Bioinformatic analyses

The read qualities for each FASTQ file were accessed with FastQC https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and low-quality bases and adapters were removed with Trimmomatic (V 0.39) [22]. The sequenced reads were mapped to the bovine reference genome (bosTau 9) with the STAR aligner (V 2.7.0b) [23]. On average, 81.7% of the reads were uniquely mapped to the genome, ranging from 71% to 86.8%. Read counts were estimated at the gene level, and the counting was done with featureCounts [24], which is part of the Subread software (V 2.0.3). Relatedness of all samples according to the whole transcriptome was assessed with a principal component analysis (PCA) using internal packages of R. Read counts were normalized through variance stabilizing transformation implemented with the DESeq2 package [25] before running the PCA.

Data were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE226844.

### Differential expression analysis

Differences between Day-2 and Day-4 embryos which underwent EGA in three different conditions, were estimated with the maSigPro package [26]. Briefly, this method fits a regression model to the data, modelled by a negative binomial distribution, to identify DEG between time points, corrected by false discovery rate (FDR) at FDR<0.05. Next, DEG between experimental groups are identified through a stepwise regression. Coefficients derived from this regression step were employed to cluster DEG with similar expression patterns.

Differences between the three groups only for Day-4 embryos were determined with the edgeR package [27]. Genes with less than one count per million in three or more samples (smaller class) were filtered out before normalization [28]. Filtered data was normalized through weighted trimmed mean of M-values [29]. Next, observation weights were used for robust estimate of the negative binomial dispersion parameter for each gene and for estimating regression parameters. Finally, a negative binomial generalized log-linear model was fit to read counts for each transcript and conduct genewise likelihood ratio tests for the coefficient contrast [30]. The matrix of contrast was built based on the comparisons between the groups. Differentially expressed genes were defined as those with an FDR<0.05. Functional analysis of the DEG was carried out using Database for Annotation, Visualization and Integrated Discovery (DAVID; [31], to determine enriched terms (FDR<0.05).

Identified DEG between Day-2 and Day-4 embryos, and between groups in Day-4 embryos, were subjected to hierarchical clustering according to their expression profile, using Spearman Rank Correlation as similarity metric and centroid linkage as clustering method, implemented with the Cluster 3.0 software [32]. The resulting dendrogram and the heat map were visualized with Java TreeView [33].

Results from the differential expression analysis were explored to identify enriched ontological terms of biological relevance, and the expressions of the related DEG for each sample across all conditions were depicted in line plots. Data were normalized through variance stabilizing transformation [34] and standardized before plotting. Finally, relevant ontological terms de-regulated between IVC, DRY and LACT conditions were employed for network analysis with the Cytoscape software [35]. The entire list of genes involved in the enriched term was downloaded from the corresponding database (KEGG pahway or AmiGO 2) and a unique network was inferred using the GeneMania plugin for Cytoscape [36]. The topological parameters of the resulting network were estimated with NetwokAnalyzer [37]. Next, the nodes corresponding to DEG enriching the ontological terms were isolated and colored according to the normalized expression in Day-2 embryos and each condition of Day-4 embryos.

## Results

### Differences between the Day-2 and Day-4 embryonic transcriptome

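The counts behind these results came from 14 RNA-seq libraries, each made from 5 embryos: 5 libraries of Day-2 embryos, and 3 libraries each of Day-4 embryos kept in IVC or recovered from DRY or LACT cows. The authors deposited a table of whole numbers for 27607 Ensembl genes, described as read counts from featureCounts, and state no normalization of it. The total count per library ranged from 27790816 to 30120040 on Day 2 (median 28421945), from 22711367 to 29625671 in IVC (median 27030625), from 28465110 to 40357379 in DRY (median 31313997) and from 24334519 to 29953316 in LACT (median 26227465). The paper states about 45 M raw reads per sample, whereas all values given here rest on the deposited counts. In 3 Day-4 libraries these lay closer to the mean of the other libraries of their group than reads drawn at random give. Whether the counts were adjusted before deposit is open. The smallest signal taken as detected, 3 counts, corresponded to between 0.0743 and 0.132 CPM in the Day-4 libraries. Such limits cover counting error only, since reads are not independent molecules, and they take the deposited counts as unadjusted. The 10 genes with the highest summed counts took 11.0% to 19.6% of the counts of a Day-2 library and 40.6% to 46.8% of those of a Day-4 library.
Differential expression was tested with edgeR after TMM normalization, with 1 coefficient per group, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment (FDR). Genes with at least 1 CPM in at least 3 libraries were tested, which left 13390 genes over all libraries and 12069 genes over the 9 Day-4 libraries. maSigPro, which the paper used for the comparison that includes Day 2, was not used here. Gene symbols are given only for the 26 genes that Table 2 pairs with an Ensembl ID, and the other genes are named by their ID.
The libraries of a Day-4 group were not equally spaced. After scaling to CPM, IVC replicate 1 lay between the other IVC libraries for 98.5% of the 8084 genes with a group mean of at least 5 CPM. DRY replicate 3 lay between the other DRY libraries for 97.4% of 8001 such genes, and LACT replicate 3 between the other LACT libraries for 98.5% of 8685. By chance a library is the middle one of 3 for 33.3% of genes. Each of the other 6 libraries was the middle one for 0.532% to 1.45% of genes. Over such genes without a 0 in the group, the median absolute log2 ratio of a library to the mean CPM of the other libraries of its group was 0.01 to 0.02 for these 3 libraries and 0.50 to 0.59 for the other 6. Between 86.2% and 98.8% of these genes lay within 5% of that mean in the 3 libraries, against 6.48% to 8.12% in the other 6. The paper does not mention this property of the counts. Results for the Day-4 groups are therefore given with all 9 libraries and, as an alternative chosen after the data were examined, with the 3 middle libraries left out (2 libraries per Day-4 group).

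**Figure D1:**
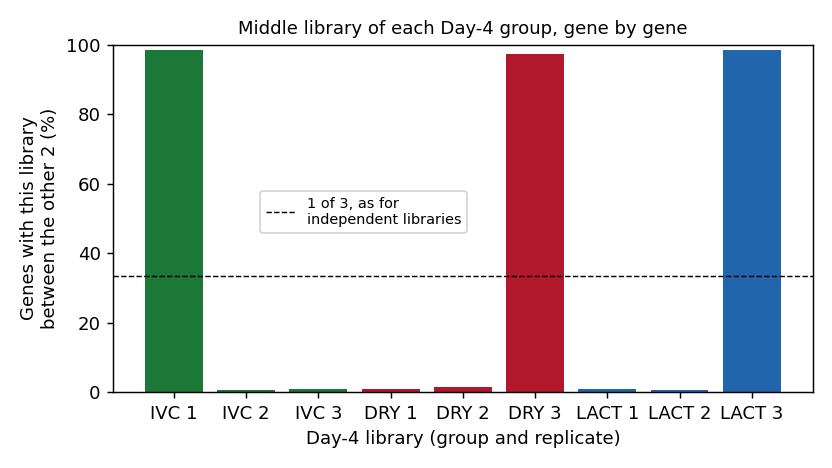
Percent of genes (vertical axis) for which each Day-4 library (horizontal axis, by group and replicate) had a CPM between those of the other libraries of its group, over genes with a group mean of at least 5 CPM. The dashed line marks the 33.3% of independent libraries. IVC replicate 1, DRY replicate 3 and LACT replicate 3 stand at 97.4% to 98.5%, and the other 6 libraries at 1.45% or less.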

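After variance stabilizing transformation with DESeq2 over all genes with counts, the first principal component carried 46.6% of the variance and the second 9.88%. On the first component the Day-2 libraries scored -234 ± 11.7 (SD, n = 5). The Day-4 libraries scored 138 ± 17.6 in IVC, 117 ± 16.8 in DRY and 134 ± 8.77 in LACT (SD, n = 3 each). The Euclidean distance between a Day-2 and a Day-4 library ranged from 416 to 477 over 15 pairs for each Day-4 group. Between Day-2 libraries it ranged from 244 to 309 over 10 pairs. The mean distance within a Day-4 group was 225 in IVC, 265 in DRY and 268 in LACT.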

The PCA plot demonstrates a strong separation between the transcriptomes of Day-2 and Day-4 embryos. Additionally, for Day-4 embryos, the transcriptomes of LACT and IVC were more similar to each other than to that of DRY embryos (S1 Fig).

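On the second component the mean scores were 139 ± 15.0 in DRY, -85.5 ± 16.3 in IVC and -46.5 ± 32.2 in LACT (SD, n = 3 each). The third component, with 8.32% of the variance, parted IVC (94.3 to 110) from LACT (-151 to -97.5), and the DRY libraries lay between them (8.29 to 24.8). Over all components the Euclidean distance between group centroids was 234 for DRY and LACT, 242 for DRY and IVC, and 225 for LACT and IVC. The mean distance of DRY to the other groups exceeded the distance between LACT and IVC by 13.3, which was within the range given by relabelling (exact permutation test over all labelings of the Day-4 libraries, two-sided, p = 0.620). Over the first 2 components alone, the distances were 187 for DRY and LACT, 226 for DRY and IVC, and 39.3 for LACT and IVC. There the excess was 167 (exact permutation test, two-sided, p = 0.0107), the alternative that moved it most. Both tests treat the 9 libraries as exchangeable, although 3 of them lie at the mean of the others of their group. The first 2 components were not tested with 2 libraries per Day-4 group, so the smaller p rests on those 3 libraries too. With each Day-4 library left out in turn, the excess over all components stayed between 4.11 and 28.4. With 2 libraries per Day-4 group it was 18.6 (exact permutation test over 90 labelings, two-sided, p = 0.178).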

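Across the 4 groups, 8257 of the 13390 genes tested had an FDR under 0.05 (edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). When the mean of the 3 Day-4 groups was contrasted with Day 2, 8560 genes passed, of which 4138 were higher and 4422 lower on Day 4. Among genes whose normalized counts did not overlap between Day 2 and Day 4, those with the lowest FDR were taken as examples. ENSBTAG00000002065 rose from 0.386 ± 0.107 CPM (SD, n = 5) on Day 2 to 367 ± 82.6 CPM (SD, n = 9) on Day 4. Its log2 fold change was 9.88 (standard error 0.30, FDR 5.37e-11 from the same test). With 2 libraries per Day-4 group its FDR was 3.14e-08 from that test. ENSBTAG00000006099 had a log2 fold change of 7.25 (standard error 0.23). ENSBTAG00000021747 fell from 1670 ± 284 CPM on Day 2 to 41.6 ± 11.9 CPM on Day 4, with a log2 fold change of -5.35 (standard error 0.19, FDR 9.33e-11 from the same test). ENSBTAG00000004115 had a log2 fold change of -4.91 (standard error 0.18). The count across the 4 groups moved most with a negative binomial model with theta fixed at 10, the default of maSigPro for counts, which gave 12479 genes. A filter on at least 10 counts in every library gave 4872 genes. With 2 libraries per Day-4 group, 5498 genes passed. The fits named here kept all 5 Day-2 libraries, whose spacing was uneven too. The mean CPM of Day-2 libraries 1 and 5 against that of 2, 3 and 4 had a median absolute log2 ratio of 0.0323. The other 9 divisions into 2 and 3 libraries gave 0.265 to 0.348. Libraries 1 and 5 also had fewer genes with counts, 11304 and 12108 against 15264 to 15750. Whether the spread on Day 2 was altered was not tested, so these FDR values take it as given.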

There were 6940 DEG between Day-2 and Day-4 embryos and among the three conditions on Day 4. These DEG were classified into five groups according to the condition driving the gene expression profile (Fig 2). 

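The groups were rebuilt from the quasi-likelihood contrasts over the 14 libraries, since maSigPro was not run. Genes with an FDR under 0.05 between Day 4 and Day 2 and none under 0.05 in the 3 contrasts between Day-4 groups stand for the EGA group, and numbered 7657. A Day-4 group was taken as apart when it differed from both other groups with an FDR under 0.05 while those did not differ from each other. Of the genes with a difference across the 4 groups, 556 had a Day-4 group apart. IVC stood apart from DRY and LACT for 193 of them, in 50 of which the in vivo groups were farther from Day 2 and in 143 of which IVC was. DRY stood apart for 254 genes and LACT for 109. Another 1155 genes with a difference across the 4 groups met none of these definitions. With DESeq2 in place of edgeR, 1896 genes had a Day-4 group apart, and with 2 libraries per Day-4 group 50 did. The EGA group held 7385 genes with 2 libraries per Day-4 group.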

The groups were:

- DEG centrally involved in EGA: genes changing in expression from Day 2 to Day 4, but not differentially expressed between the Day-4 groups (IVP, DRY and LACT).
- DEG affected by in vivo conditions: genes changing in expression at Day 4 in both DRY and LACT embryos compared to Day-2 and IVC embryos.
- DEG affected by IVC: genes changing in expression at Day 4 in IVC embryos compared to Day-2 and both DRY and LACT embryos.
- DEG influenced by the maternal metabolic status (DRY or LACT): genes changing in expression at Day 4 in DRY embryos compared to Day 2 and IVC and LACT embryos, or in LACT embryos compared to Day-2 and IVC and DRY embryos.

**Fig 2:**
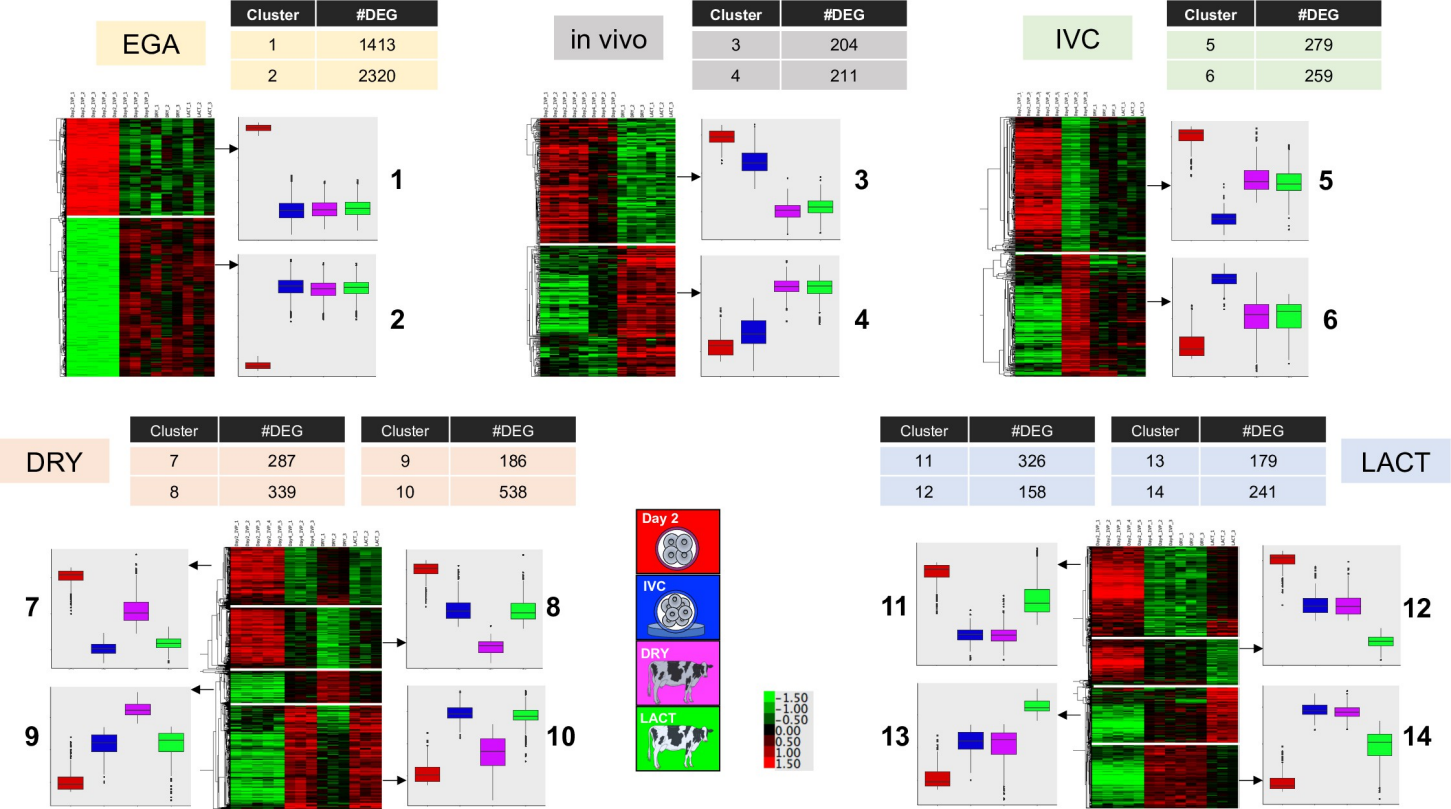
Differentially expressed genes (DEG) between Day-2 and Day-4 embryos undergoing embryonic genome activation in three environmental conditions. The identified DEG were organized into five groups according to the condition that was driving the gene expression. Additionally, DEG in each group could be separated into clusters according to the direction of the gene expression. The boxplots represent the average expression for genes in each cluster for each condition. IVC: in vitro culture; DRY: nonlactating dairy cows, LACT: lactating dairy cows.

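Split by direction, the genes of the EGA group that were lower on Day 4 than on Day 2 numbered 3768 (counterpart of Cluster 1) and those that were higher 3889 (Cluster 2). In vivo, 25 genes were lower than in IVC (Cluster 3) and 25 higher (Cluster 4). In the IVC group, 103 genes were lower than in vivo (Cluster 5) and 40 higher (Cluster 6). With 2 libraries per Day-4 group, Clusters 1 and 2 held 4004 and 3381 genes, and Clusters 3 to 6 between 2 and 7 genes each. Clusters 1 and 2 held 4949 and 4064 genes without a filter on low counts, and 2668 and 3926 with DESeq2.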

Additionally, DEG in each group could be separated into two clusters (for DEG in “EGA”, “in vivo” and “IVC” groups) or four clusters (for DEG in “DRY” and “LACT” groups) according to the direction of the gene expression, making 14 clusters in total. Fig 2 summarizes the number of genes per cluster in each group and depicts the gene direction in heat maps and box plots. Associated genes are listed in S1 Table.

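The gene lists of S1 Table are the paper's own calls on the same libraries, so directions within them are no separate evidence. All 1413 genes listed there for Cluster 1 were lower on Day 4, with a median log2 fold change of -2.95. Their median level was 94.8 CPM on Day 2 and 12.7 CPM on Day 4, and 1241 of them (87.8%) had a mean of at least 1 CPM on Day 4. Of the 586 genes of Cluster 2 that could be read from the table, 584 had an FDR under 0.05 and were higher on Day 4 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change was 3.74, from a median of 2.57 CPM on Day 2 to 38.9 CPM on Day 4. On Day 2, 362 of them (61.8%) had a mean of at least 1 CPM. The 19 genes listed in S2 Table under cell cycle for Cluster 1 all fell, by a median of 2.17 on the log2 scale (range -3.55 to -1.10). From Cluster 2, the first 20 genes listed under each of 3 terms rose by a median log2 fold change of 4.23 for ribosome, 4.01 for translation and 3.69 for oxidative phosphorylation, and each of them had an FDR under 0.05 from the same test.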

Functional analysis of DEG in each cluster revealed that 1413 Day 2 genes (i.e., maternally expressed), that were not expressed by Day-4 embryos (Cluster 1), enriched ontological terms related to cell cycle, while those 2320 genes expressed by Day-4 embryos, but not at Day 2 (Cluster 2), were strongly involved in ribosome, translation and oxidative phosphorylation in the mitochondria. 

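S2 Table lists 8 Ensembl genes under methylation for Cluster 4, of 15 that the paper counts. All 8 were higher in both in vivo groups than in IVC. Over the 9 Day-4 libraries, their median log2 fold change was 2.36 for LACT against IVC, with 4 genes at an FDR under 0.05, and 2.91 for DRY against IVC, with 6 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between DRY and LACT the median was 0.15, and 0 genes passed and 0 had an unadjusted p under 0.05. The paper counts 12 genes under histone fold and 7 under chromatin silencing. The 5 genes listed under histone fold had a median log2 fold change of 3.13 for LACT against IVC (3 genes passed). For DRY against IVC it was 3.33 (5 genes passed). The 3 genes listed under chromatin silencing had medians of 3.37 and 4.41, with 2 and 3 genes passing. Their log2 fold changes from Day 2 to Day 4 were 0.552, 3.44 and 8.69. These are also the lowest, median and highest values of the histone fold genes. The 3 genes are thus among those 5, and the 2 lists are not separate evidence. In the fit with 2 libraries per Day-4 group, 1 of the methylation genes passed in each contrast and none of the histone fold or chromatin silencing genes did, while 2 genes of each of these lists had an unadjusted p under 0.05 in each contrast. Histone genes belong to a multigene family, and reads may have been split between near-identical copies in the counting.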

The 211 genes more expressed by Day-4 embryos that underwent EGA in vivo compared to in vitro (Cluster 4) enriched terms related to epigenetic modifications, such as methylation, histones, and chromatin silencing. 

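The 5 genes listed under extracellular exosome for Cluster 6 were all lower in LACT than in IVC, with a median log2 fold change of -1.35 and all 5 at an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 Day-4 libraries). In DRY they were lower than in IVC by a median log2 fold change of -0.91, and 4 passed. Of the 6 genes listed under endosome, all were lower in LACT than in IVC (median -1.62, range -2.88 to -0.35) and 5 were lower in DRY than in IVC (median -1.09, range -8.28 to 0.54). In each of these contrasts 4 endosome genes passed. Reduced to 2 libraries per Day-4 group, the fit passed none of the genes in these lists. For LACT against IVC, 4 exosome and 4 endosome genes then had an unadjusted p under 0.05, and for DRY against IVC 0 and 2.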

On the other hand, several of the 259 genes more expressed by Day-4 embryos that underwent EGA during IVC compared to in vivo (Cluster 6) were involved in formation of extracellular vesicles (exosomes) and endosomes. 

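DRY stood apart as the higher group, yet below Day 2, for 21 genes (counterpart of Cluster 7), and as the lower group, below Day 2, for 180 genes (Cluster 8). With 2 libraries per Day-4 group these numbers were 0 and 24. The 9 genes listed in S2 Table under methylation for Cluster 7 all fell from Day 2 to Day 4 (median log2 fold change -2.34), and 8 of them were tested between Day-4 groups. All 8 were higher in DRY than in LACT (median 1.08, 5 with an FDR under 0.05) and than in IVC (median 1.29, 4 with an FDR under 0.05; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 8 genes listed under DNA repair had medians of 1.28 against LACT, with 1 gene passing, and 1.47 against IVC, with 2 genes passing. In the fits on 2 libraries per Day-4 group none of these methylation or DNA repair genes passed in either contrast. There, the methylation genes with an unadjusted p under 0.05 were 2 against LACT and 3 against IVC, and no DNA repair gene had one. A single Ensembl gene, ENSBTAG00000052609, is listed under histone H4. Its log2 fold change was 0.97 for DRY against LACT and 2.15 for DRY against IVC, neither at an FDR under 0.05.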

Regarding genes affected by the maternal metabolic status, embryos that underwent EGA in DRY exhibited higher expression of 287 genes than in IVC and LACT embryos, although with lower expression levels than the maternal mRNA at Day 2 (Cluster 7); these genes enriched for epigenetic modification terms, such as methylation and histones, and DNA repair. In addition, 538 genes less expressed than in IVC and LACT embryos, but with higher expression levels than the maternal mRNA at Day 2 (Cluster 10), enriched terms involved in protein synthesis (ribosome and translation). 

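In the contrasts over the 14 libraries, DRY stood apart as the lower group above Day 2 for 29 genes (counterpart of Cluster 10) and as the higher group above Day 2 for 24 genes (Cluster 9). The first 20 genes listed under ribosome for Cluster 10 were all lower in DRY than in both other groups. Their median log2 fold change was -0.45 against LACT, with 5 genes at an FDR under 0.05, and -0.73 against IVC, with 10 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 20 were higher on Day 4 than on Day 2, with a median of 3.90. None passed between Day-4 groups with 2 libraries per group, where 3 genes had an unadjusted p under 0.05 against LACT and 4 against IVC.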

Finally, embryos that underwent EGA in LACT showed 241 genes less expressed than in IVC and DRY embryos, although more expressed than in Day-2 embryos (Cluster 14). These genes enriched terms related to energy regulation, such as oxidoreductase and TCA cycle. 

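LACT stood apart from IVC and DRY as the lower group above Day 2 for 6 genes (counterpart of Cluster 14) and as the higher group above Day 2 for 55 genes (Cluster 13). Below Day 2, it was the higher group for 20 genes (Cluster 11) and the lower group for 28 (Cluster 12). In the fit with 2 libraries per Day-4 group, Cluster 13 held 5 genes and the other 3 clusters held 0.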

The full lists of enriched terms for each cluster are detailed in S2 Table.

### Differences between maternal conditions and in vitro culture in the Day 4 embryos transcriptome

Comparisons between the transcriptomes of Day 4 embryos only (without considering Day 2 embryos) revealed 3451 DEG between the three conditions (DRY, LACT, and IVC) that were distributed in six clusters, named A to F (Fig 3 and S3 Table). 

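The contrasts between Day-4 groups were fitted on the 9 Day-4 libraries alone. Across the 3 groups, 2215 of the 12069 genes tested had an FDR under 0.05 (edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). Between pairs of groups, 1165 genes passed for DRY against LACT (484 higher and 681 lower in DRY), 1018 for LACT against IVC (475 higher and 543 lower in LACT) and 1668 for DRY against IVC (718 higher and 950 lower in DRY). The likelihood ratio test with observation weights that the paper's methods describe gave 3477 genes across the 3 groups, of which 2118 were among the 2215.
The count depended on the libraries that lay at the mean of the other libraries of their group. With 1 library left out of each group, the 8 ways that kept all 3 of these libraries gave 2081 to 3671 genes. The 12 ways that left out 1 of them gave 384 to 680 genes, and the 6 ways that left out 2 gave 160 to 250. With all 3 left out, 136 genes had an FDR under 0.05 and 1034 an unadjusted p under 0.05. Of the 136 genes, 132 were among the 2215. Between pairs, 81 genes then passed for DRY against LACT, 52 for LACT against IVC and 89 for DRY against IVC.
The genes with the lowest FDR between pairs were present in one group and at or below 3 counts in every library of the other. ENSBTAG00000009614 had 524 ± 52.4 CPM (SD, n = 3) in LACT and at most 1 count in any IVC or DRY library, at least 4756-fold lower in IVC and at least 5944-fold lower in DRY. ENSBTAG00000013848 had 454 ± 17.0 CPM in IVC and at most 1 count in any LACT or DRY library, at least 3859-fold and 4732-fold lower. ENSBTAG00000048956 had 251 ± 69.2 CPM in DRY and at most 1 count in any LACT or IVC library, at least 2199-fold and 2157-fold lower. When each Day-4 group was reduced to 2 libraries, the FDR of each of these contrasts was between 1.66e-05 and 7.85e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

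**Figure D2:**
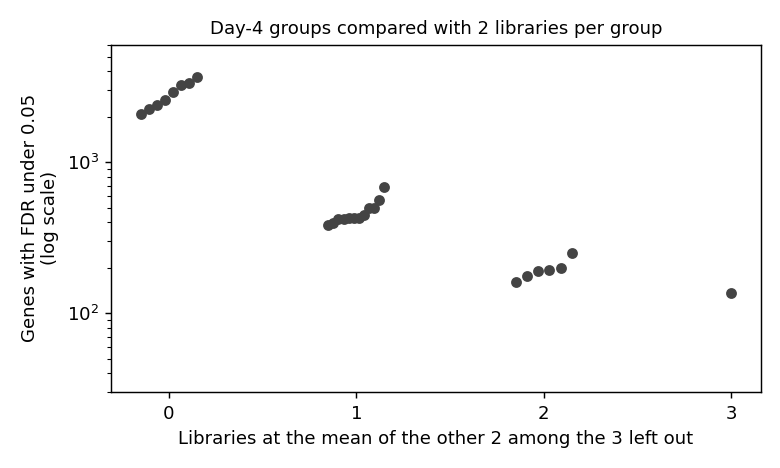
Genes with an FDR under 0.05 across the 3 Day-4 groups (vertical axis, log scale) for the 27 ways of leaving out 1 library per group. The horizontal axis gives how many of the 3 left-out libraries lay at the mean of the other libraries of their group, and points with the same number are spread sideways. The count falls from between 2081 and 3671 genes with 0 of them left out to 136 with all 3 left out.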

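Among the 2215 genes that differed across the Day-4 groups, 288 ranked LACT over DRY over IVC (Cluster A) and 399 ranked DRY over LACT over IVC (Cluster B). S4 Table lists 15 Ensembl genes under methylation for Cluster A. They had a median log2 fold change of 2.14 for LACT against IVC, with 4 genes at an FDR under 0.05, and of 1.13 for DRY against IVC, with 2 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the 8 genes listed under histone fold these medians were 2.73 and 2.56, with 2 genes passing in each contrast. The 14 genes listed under nucleosome for Cluster B had medians of 1.72 for LACT against IVC (2 genes passed) and 2.38 for DRY against IVC (7 genes passed). The paper counts 26, 19 and 19 genes under these terms. Each of the 15, 8 and 14 genes listed was higher in both in vivo groups than in IVC. None passed with 2 libraries per Day-4 group, where an unadjusted p under 0.05 was reached for LACT against IVC by 3 methylation, 3 histone fold and 0 nucleosome genes, and for DRY against IVC by 2, 2 and 5.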

Genes in Clusters A and B (more expressed in the in vivo condition than in IVC) enriched terms related to epigenetic modifications. In addition, the 645 DEG more expressed in DRY than LACT and IVC (Cluster B) also enriched for the mechanistic target of rapamycin kinase (mTOR) signalling pathway. 

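The 11 mTOR pathway genes of Cluster B were all higher in DRY than in LACT (median log2 fold change 1.18) and than in IVC (median 2.18). Over the 9 Day-4 libraries, 1 of the 11 had an FDR under 0.05 for DRY against LACT, 10 for DRY against IVC and 2 for LACT against IVC (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).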

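The ranking IVC over LACT over DRY (Cluster D) held 501 of the 2215 genes, and IVC over DRY over LACT (Cluster F) held 353. The 6 genes of Cluster D listed under the 48S preinitiation complex had a median log2 fold change of -1.08 for DRY against IVC, with 4 genes at an FDR under 0.05, and of -0.77 for LACT against IVC, with 1 gene (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 14 genes of Cluster D listed under ribosome were all lower in DRY than in IVC (median -0.77), and 11 passed. The 7 genes of Cluster F listed under extracellular exosome and the 12 listed under endosome were all lower in LACT than in IVC. Their medians were -1.37, with 6 genes passing, and -1.99, with 10 genes passing. For DRY against IVC the medians were -0.97 and -0.77, with 3 and 2 genes passing. No gene of these lists passed with 2 libraries per Day-4 group. For LACT against IVC, 1 gene of the 48S complex, 0 ribosome, 6 exosome and 7 endosome genes then had an unadjusted p under 0.05, and for DRY against IVC 2, 6, 1 and 0.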

Several of the 736 DEG more expressed in IVC, followed by LACT and DRY (Cluster D) were involved in protein synthesis terms, specifically translation initiation, while the 413 DEG, also highly expressed in IVC but followed by DRY and LACT (Cluster F), enriched for exosomes and endosomes. 

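The ranking DRY over IVC over LACT (Cluster E) held 283 of the 2215 genes. The 9 genes listed there under oxidative phosphorylation were all higher in DRY than in LACT, with a median log2 fold change of 0.85 and 8 genes at an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5 genes listed under the TCA cycle were higher in DRY than in LACT by a median of 1.65, with 3 genes passing, and lower in LACT than in IVC by a median of -1.18, with 2 genes passing. Between DRY and IVC their median was 0.34 and none passed, with 2 genes at an unadjusted p under 0.05. All 5 rose from Day 2 to Day 4 by a median of 2.52. No gene of these lists passed with 2 libraries per Day-4 group, where 6 oxidative phosphorylation and 4 TCA cycle genes had an unadjusted p under 0.05 for DRY against LACT.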

Finally, the 362 DEG strongly expressed in DRY, followed by IVC, and with low expression levels in LACT (Cluster E), were enriching terms related to energy generation (oxidative phosphorylation and TCA cycle). All the enriched terms by genes in each cluster are listed in S4 Table. For all clusters, DEG identified by both analyses (considering or not the Day-2 embryos) enriched, as expected, terms related to the cellular regions such as nucleus, nucleoplasm, nucleolus, cytoplasm, cytosol, etc.

**Fig 3:**
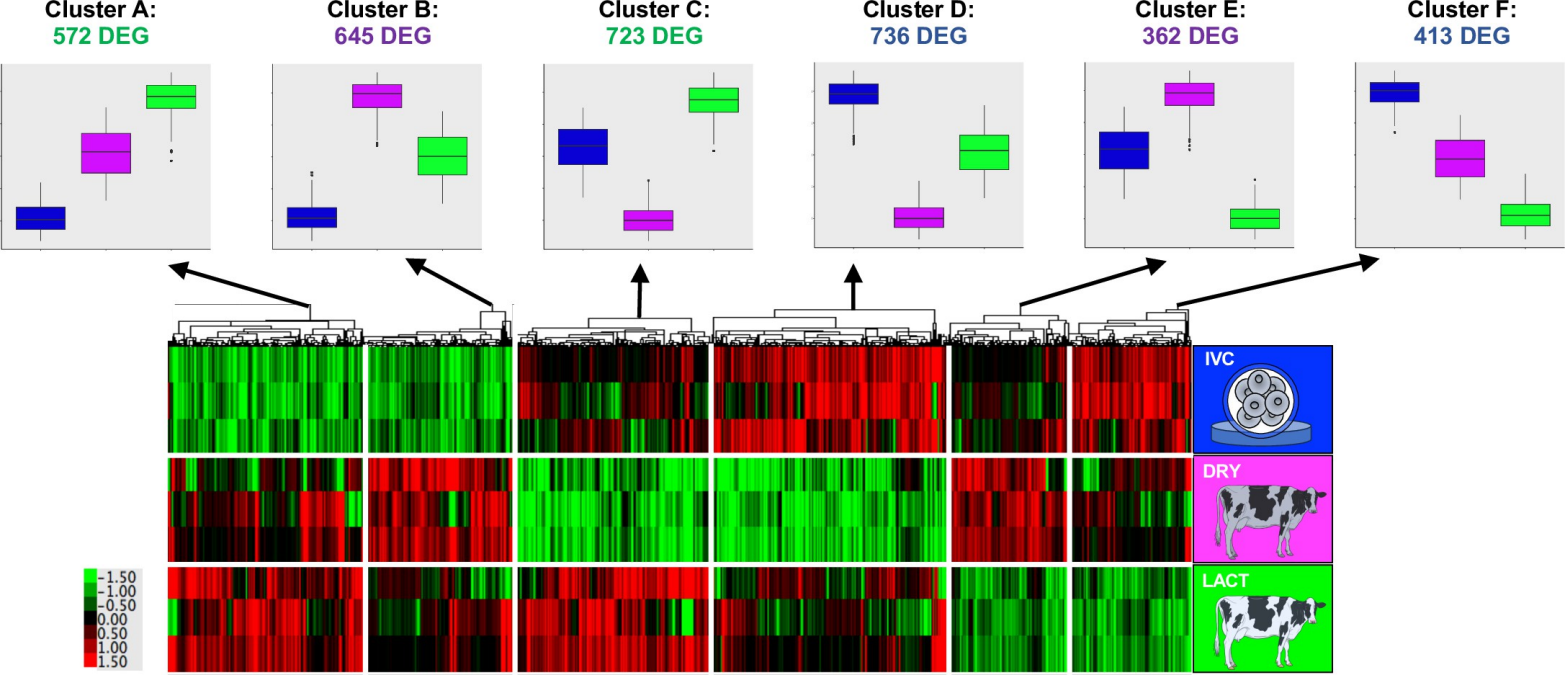
Differentially expressed genes (DEG) in Day-4 embryos undergoing embryonic genome activation in three environmental conditions. The identified DEG were classified into six clusters according to the direction of the gene expression. The boxplots represent the average expression for genes in each cluster for each condition. IVC: in vitro culture; DRY: nonlactating dairy cows, LACT: lactating dairy cows.

### Exploration of selected ontological terms

Results from the functional analysis described above suggested that processes related to mitochondrial function and protein synthesis occur in Day-4 but not in Day-2 embryos. In other words, genes involved in these processes are being expressed by the embryonic genome after activation but not by the maternal mRNA. However, expression levels for several of these genes depend on the environment where EGA takes place. That is, some genes involved in oxidative phosphorylation were more expressed when EGA occurred in DRY than in IVC, and less expressed in LACT. 

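The genes of Cluster 2 were grouped by the paper for rising after Day 2 without a difference between Day-4 groups. Their lists can thus show only whether a part of the remainder of each process moved. Of 70 oxidative phosphorylation and 80 ribosome genes that the paper counts there, 20 each were read. Of the 20 oxidative phosphorylation genes read from Cluster 2, 11 were higher and 9 lower in DRY than in LACT, with a median log2 fold change of 0.08. Against IVC, 7 were higher and 13 lower in DRY (median -0.28). The 20 ribosome genes had medians of -0.08 for DRY against LACT and -0.31 for DRY against IVC. The 9 genes of the 48S preinitiation complex in Cluster 2 had medians of -0.06 and -0.41. In a test of these 3 sets in the 3 contrasts with limma's camera, none of the 9 tests had an unadjusted p under 0.05. The lowest value after Benjamini-Hochberg adjustment with limma was an adjusted p of 0.383.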

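The 9 genes that Table 2 lists under oxidative phosphorylation were higher in all 3 DRY libraries than in all 3 LACT libraries. COX11 (ENSBTAG00000007015) had 53.4 ± 6.38 CPM in DRY, 24.4 ± 7.85 CPM in IVC and 15.7 ± 0.572 CPM in LACT (SD, n = 3 each). Its log2 fold change for DRY against LACT was 1.82 (standard error 0.29, FDR 0.00717 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATP5MF (ENSBTAG00000002094) had 95.0 ± 12.4 CPM in DRY, 84.9 ± 15.0 CPM in IVC and 36.3 ± 3.72 CPM in LACT. Its log2 fold change was 1.45 (standard error 0.21, FDR 0.00436 from the same test) for DRY against LACT and 0.15 (standard error 0.21, FDR 0.670) for DRY against IVC. Without IVC replicate 3 the latter became -0.03. For DRY against IVC, 3 of the 9 genes had an FDR under 0.05, namely COX11, CYTB and COX3, and for LACT against IVC only ATP5MF did. The DRY and IVC libraries overlapped for ATP5MF, ATP6V0A2 and ND6, and for ND4L with TMM over 9 libraries but not over 14. When each Day-4 group was reduced to 2 libraries, the FDR of the 9 genes for DRY against LACT was between 0.431 and 0.650.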

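The 6 genes that Table 2 lists under translation initiation were lower in all 3 DRY libraries than in all 3 IVC libraries. EIF3F (ENSBTAG00000004861) had 152 ± 38.3 CPM in IVC, 72.3 ± 4.36 CPM in DRY and 74.7 ± 8.22 CPM in LACT (SD, n = 3 each). Its log2 fold change was -1.09 (standard error 0.21, FDR 0.0123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for DRY against IVC and -1.10 (standard error 0.21, FDR 0.0174) for LACT against IVC. EIF3CL (ENSBTAG00000006543), whose reads could be split with its paralog EIF3C, had a log2 fold change of -1.12 for DRY against IVC (standard error 0.25, FDR 0.0227 from the same test). EIF3E and EIF2S1 also passed for DRY against IVC, while EIF3B (FDR 0.0529) and EIF3J (FDR 0.0667) did not. For LACT against IVC, EIF3F alone passed, and the LACT and IVC libraries overlapped for EIF3E, EIF3B and EIF2S1. On 2 libraries per Day-4 group, the FDR for DRY against IVC was between 0.455 and 0.532.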

On the other hand, genes involved in translation initiation, in particular in the formation of the 48S and 43S preinitiation complex, were more expressed if EGA occurred in IVC than in DRY or LACT. Interestingly, several genes involved in the mTOR pathway, a key regulator of energy-sensing pathways, were more expressed in embryos that underwent EGA in DRY compared to LACT, and less expressed in IVC. 

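Of 10 genes that Table 2 lists under the mTOR pathway, all were higher in the 3 DRY libraries than in the 3 IVC libraries without overlap, and 9 had an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exception was SLC38A9 (ENSBTAG00000033313), with 20.7 ± 11.9 CPM in DRY and 6.56 ± 1.05 CPM in IVC (SD, n = 3 each) and an FDR of 0.0606. TBC1D7 (ENSBTAG00000017160) had 26.0 ± 2.50 CPM in DRY, 18.1 ± 6.35 CPM in LACT and 4.70 ± 0.686 CPM in IVC, with log2 fold changes of 2.46 for DRY against IVC (FDR 0.00440 from the same test) and 1.87 for LACT against IVC (FDR 0.0189). For DRY against LACT, LAMTOR4 alone of these passed, and the libraries of the 2 groups overlapped for SESN2, TTI1, MIOS and SLC38A9, and for TBC1D7 with TMM over 14 libraries but not over 9. For LACT against IVC, LAMTOR4 and TBC1D7 passed. On 2 libraries per Day-4 group, the FDR for DRY against IVC was between 0.216 and 0.708, and 7 of the 10 had an unadjusted p under 0.05.

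**Figure D3:**
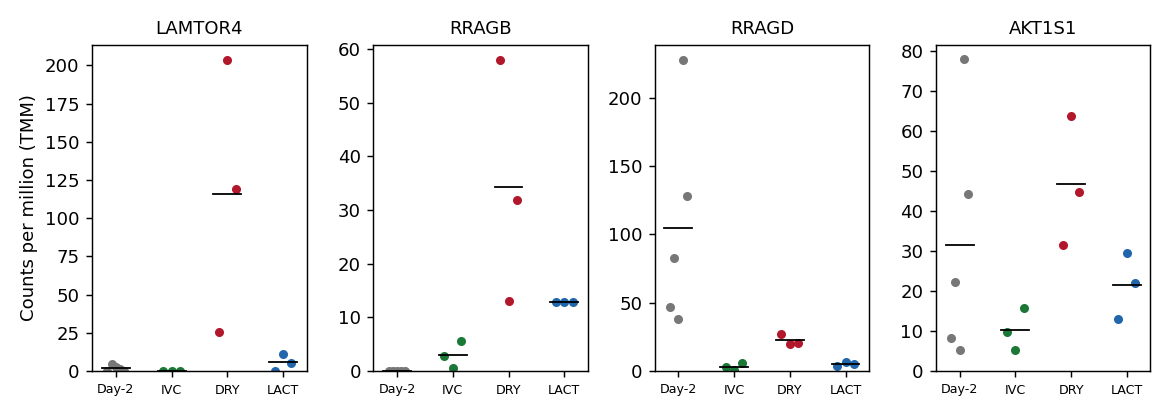
CPM after TMM normalization (vertical axis, a separate linear scale per gene) of 4 mTOR pathway genes in each library of the 4 groups (horizontal axis). Points are libraries and lines are group means. DRY lies above IVC for each gene, and LAMTOR4 has at most 1 count in any IVC library.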

Fig 4 depicts the expression levels for genes involved in the aforementioned ontological terms. This figure also shows the expression levels for genes enriching for methylation and chromatin silencing, which were more expressed in Day-4 embryos undergoing EGA in vivo, and for genes involved in vesicle formation, which had higher expression in embryos cultured in vitro than in the other conditions.

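From Day 2 to Day 4, the methylation genes listed for Cluster 4 rose by a median log2 fold change of 1.75, with 4 of 8 at an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 14 libraries), and the chromatin silencing genes rose by 3.44, with 2 of 3. The exosome genes listed for Cluster 6 rose by a median of 2.81, with 4 of 5 passing, and the endosome genes by 0.86, with 2 of 6. Between DRY and LACT, no methylation, chromatin silencing or exosome gene of these lists passed, with 0, 0 and 2 genes at an unadjusted p under 0.05, and 1 endosome gene passed.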

**Fig 4:**
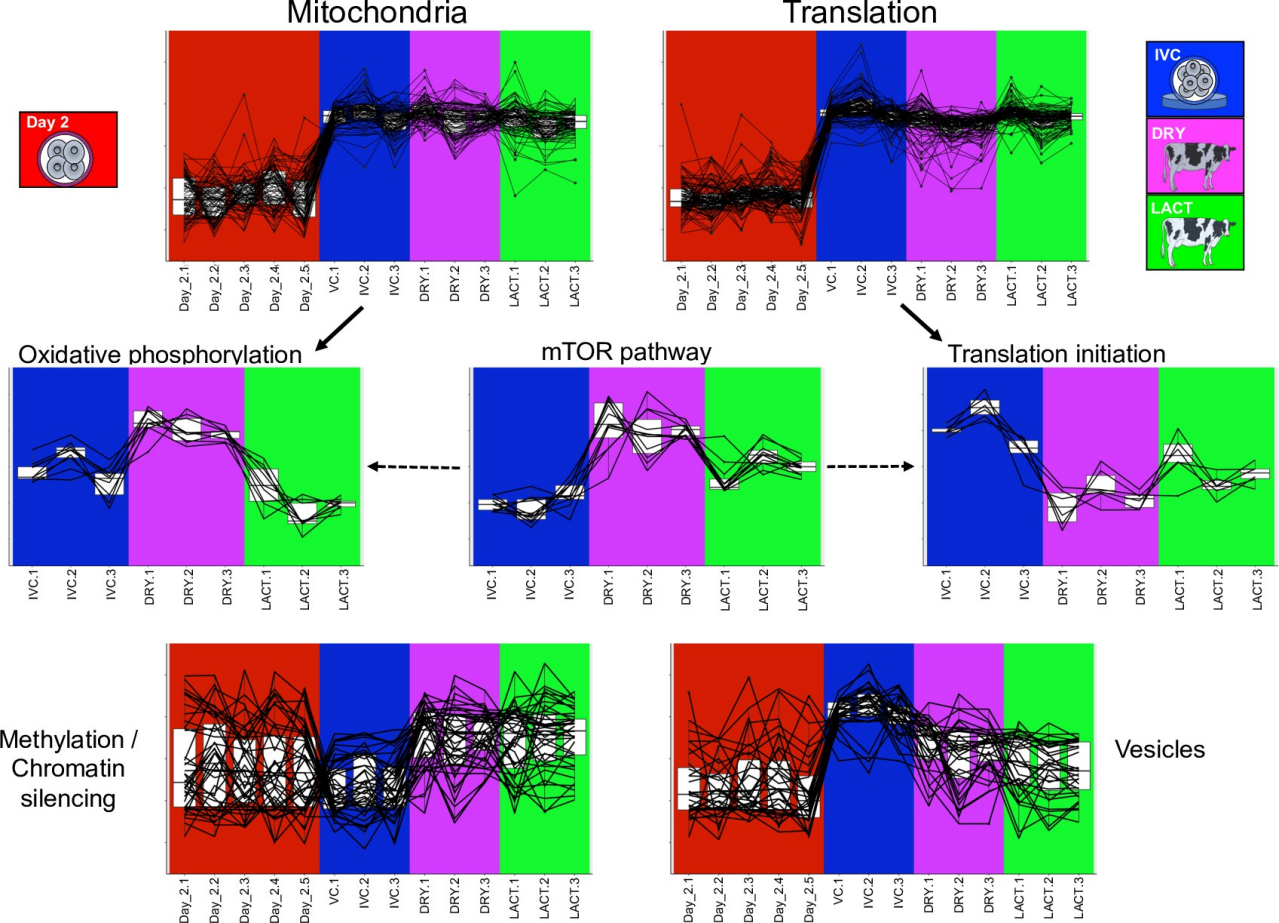
Expression levels for genes involved in selected enriched ontological terms by the differentially expressed genes. Gene expression was measured in Day-2 embryos or Day-4 embryos undergoing embryonic genome activation (EGA) in one of three conditions (IVC, DRY, or LACT). IVC: in vitro culture; DRY: nonlactating dairy cows, LACT: lactating dairy cows.

### Network analysis of selected ontological terms

Given the crucial role of energy regulatory mechanisms in embryo development, all the genes (in addition to the DEG) involved in the mTOR pathway, oxidative phosphorylation, and translation initiation were subjected to network analysis. The whole inferred network exhibited, as expected, high connectivity among all of the genes, including the DEG, involved in these processes (S2 Fig).

Topological parameters for the network indicated that the average degrees (related to the number of edges linked to a node) for all genes in the mTOR pathway, oxidative phosphorylation, and translation initiation were 73.5, 177, and 139. The average degrees for DEG on each pathway were 86.1, 192, and 163.3, evidencing high connectivity for these DEG with the rest of the genes in the pathway. 

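All 26 genes of Table 2 were tested, and each of the 78 log2 fold changes between pairs of Day-4 groups was computed on the 9 Day-4 libraries. The sign was that of the paper's fold change for 77 of the 78, with EIF3F the exception for DRY against LACT. Of the 78, 30 had an FDR under 0.05 over all genes tested and 43 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list consists of the paper's own calls on these libraries, so the second number shows no stability. In the test across the 3 groups, 19 genes passed with the quasi-likelihood test and 24 with the likelihood ratio test with observation weights. The number of contrasts that passed moved most with 2 libraries per Day-4 group, to 0, where 20 had an unadjusted p under 0.05 and none passed over the list alone, while the signs stayed the same. The mitochondrially encoded CYTB and COX3 are among the 10 genes with the highest counts. The featureCounts strand setting is not stated in the paper, and ND6, ATP8 and ND4L, which share sequence or face genes on the other strand of the mitochondrial genome, are uncertain for that reason.

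**Figure D4:**
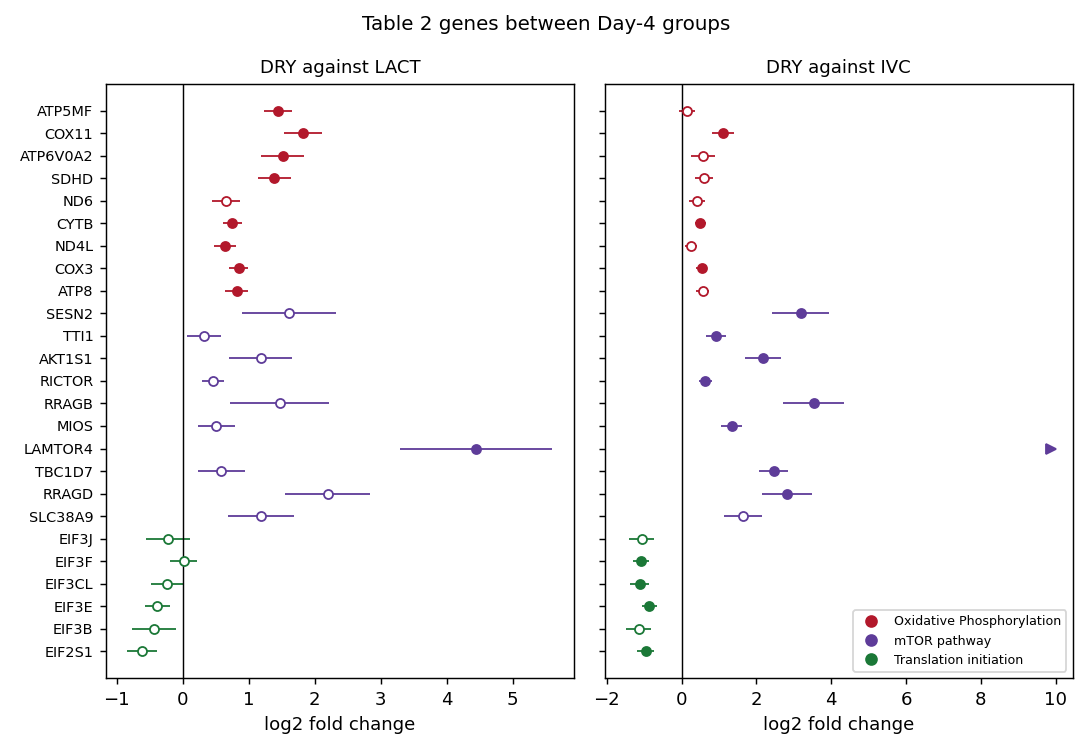
Log2 fold change (horizontal axes) of 25 Table 2 genes for DRY against LACT (left) and DRY against IVC (right). Bars are standard errors derived from the F statistic of each test. Filled points have an FDR under 0.05 and open points do not. The triangle is the lower bound for LAMTOR4, whose IVC libraries hold at most 1 count. Filled points are mostly oxidative phosphorylation genes on the left and mTOR pathway genes on the right.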

Fig 5 shows the contrasts in expression levels of these DEG for Day-2 embryos and Day-4 embryos undergoing EGA in different environments, while Table 2 specifies the fold change (FC) for each gene between the three conditions for Day-4 embryos. Briefly, if the embryo undergoes EGA in a favourable environment (DRY in this study) certain genes in the mTOR pathway are more expressed, potentially de-regulating the other genes in the pathway, leading to up-regulation of key genes in the oxidative phosphorylation pathway and possibly to the whole pathway (S3 Fig), and down-regulating genes involved in translation initiation. These genes, part of the maternal mTOR pathway, are not up-regulated in more stressful conditions for the embryo, such as in IVC or in a cow with an adverse metabolic status (LACT).

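In DRY, 9 of the 9 oxidative phosphorylation genes and 11 of the 11 mTOR pathway genes of Table 2 were higher than in LACT and than in IVC, and all 6 translation initiation genes were lower than in IVC. Against LACT, 5 of the 6 were lower and 1 was higher, and none of the 6 had an FDR under 0.05 and 1 an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper proposes that higher expression of some mTOR pathway genes in DRY potentially de-regulates other genes of that pathway, with up-regulation of oxidative phosphorylation genes and down-regulation of translation initiation genes as the outcome.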

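On Day 2, RRAGD (ENSBTAG00000018438) had 104 ± 77.4 CPM (SD, n = 5), SESN2 (ENSBTAG00000002363) 84.2 ± 34.5 CPM and MIOS (ENSBTAG00000013781) 68.1 ± 12.3 CPM. On Day 4 the DRY libraries had 22.4 ± 3.81, 25.6 ± 18.6 and 57.4 ± 4.67 CPM for these genes (SD, n = 3), and the LACT libraries 5.09 ± 1.78, 8.72 ± 3.98 and 42.1 ± 14.2 CPM. RRAGB was at or near 0 on Day 2, with at most 1 count in any library. Of the 11 mTOR pathway genes, 7 were lower on the mean of the Day-4 groups than on Day 2, 6 of them with an FDR under 0.05, and 4 were higher, 3 of them with an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).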

**Fig 5:**
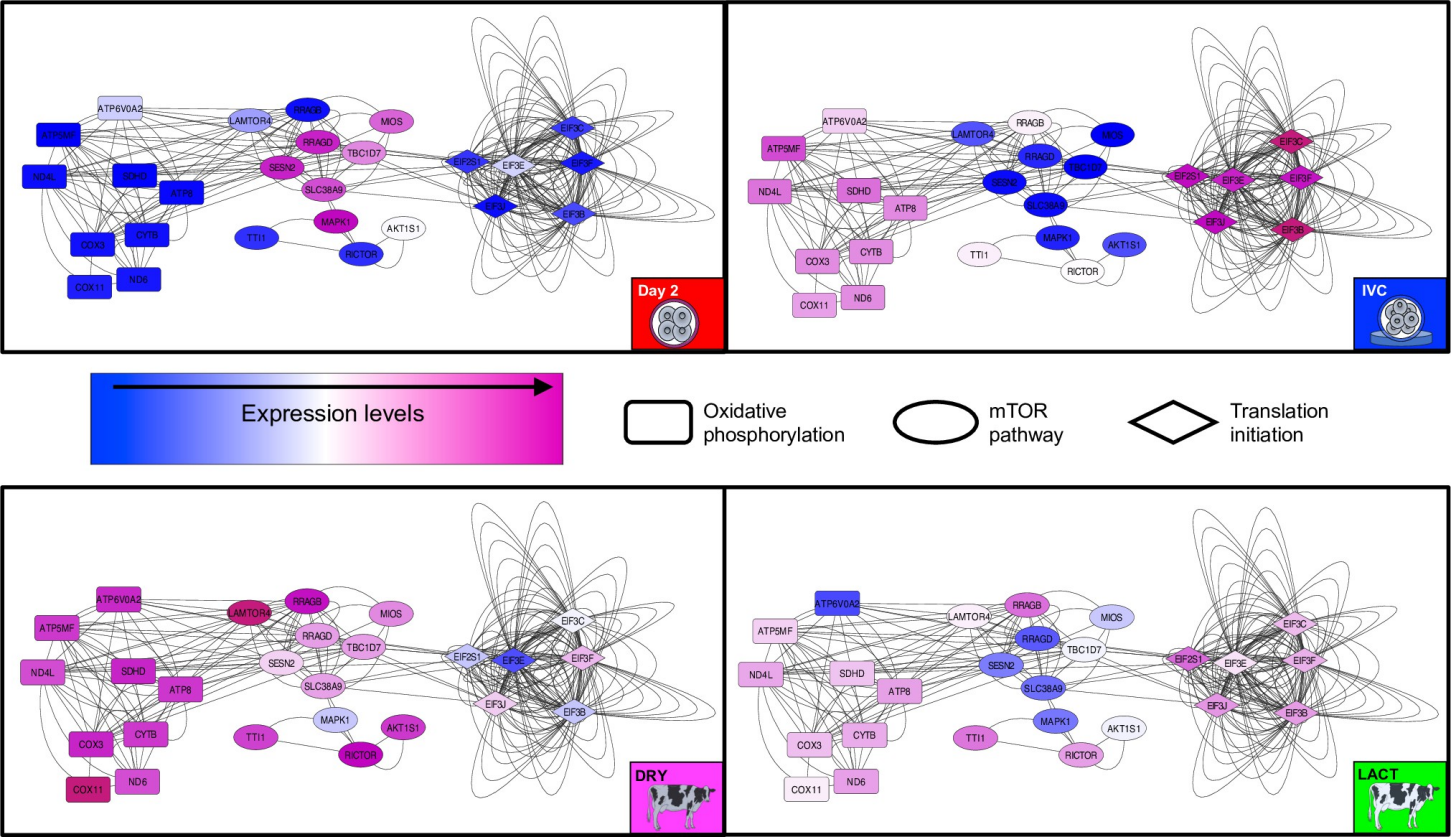
Network representation for differentially expressed genes enriching ontological terms involved in energy regulation. The nodes are coloured according to the expression levels on Day-2 embryos or Day-4 embryos undergoing embryonic genome activation (EGA) in one of three conditions (IVC, DRY, or LACT). IVC: in vitro culture; DRY: nonlactating dairy cows, LACT: lactating dairy cows.

**Table 2:** Differentially expressed genes among embryos that underwent embryonic gene activation in different conditions enriching for ontological terms involved in energy regulation.

Ontological term	Ensembl ID	Name	Symbol	FC DRY vs LACT	FC LACT vs IVC	FC DRY vs IVC
Oxidative Phosphorylation	ENSBTAG00000002094	ATP synthase membrane subunit f	ATP5MF	2.55	-2.24	1.13
	ENSBTAG00000007015	cytochrome c oxidase copper chaperone COX11	COX11	3.30	-1.47	2.24
	ENSBTAG00000007272	ATPase H+ transporting V0 subunit a2	ATP6V0A2	2.66	-1.74	1.53
	ENSBTAG00000016266	succinate dehydrogenase complex subunit D	SDHD	2.45	-1.59	1.54
	ENSBTAG00000043546	NADH dehydrogenase subunit 6	ND6	1.48	-1.08	1.37
	ENSBTAG00000043550	cytochrome b	CYTB	1.58	-1.09	1.45
	ENSBTAG00000043559	NADH dehydrogenase subunit 4L	ND4L	1.47	-1.20	1.22
	ENSBTAG00000043560	cytochrome c oxidase subunit III	COX3	1.69	-1.15	1.48
	ENSBTAG00000043564	ATP synthase F0 subunit 8	ATP8	1.64	-1.08	1.52
mTOR pathway	ENSBTAG00000002363	sestrin 2	SESN2	2.72	3.29	8.95
	ENSBTAG00000004100	TELO2 interacting protein 1	TTI1	1.18	1.65	1.94
	ENSBTAG00000005763	AKT1 substrate 1	AKT1S1	2.09	2.21	4.62
	ENSBTAG00000006697	RPTOR independent companion of MTOR complex 2	RICTOR	1.27	1.25	1.58
	ENSBTAG00000010312	mitogen-activated protein kinase 1	MAPK1	1.35	1.53	2.06
	ENSBTAG00000012980	Ras related GTP binding B	RRAGB	2.53	4.45	11.25
	ENSBTAG00000013781	meiosis regulator for oocyte development	MIOS	1.30	1.99	2.58
	ENSBTAG00000015009	late endosomal/lysosomal adaptor, MAPK and MTOR activator 4	LAMTOR4	19.95	181.95	3629.44
	ENSBTAG00000017160	TBC1 domain family member 7	TBC1D7	1.37	4.07	5.58
	ENSBTAG00000018438	Ras related GTP binding D	RRAGD	4.17	1.68	7.01
	ENSBTAG00000033313	solute carrier family 38 member 9	SLC38A9	2.14	1.53	3.27
Translation initiation	ENSBTAG00000000359	eukaryotic translation initiation factor 3 subunit J	EIF3J	-1.21	-1.65	-2.01
	ENSBTAG00000004861	eukaryotic translation initiation factor 3 subunit F	EIF3F	-1.07	-1.93	-2.07
	ENSBTAG00000006543	eukaryotic translation initiation factor 3, subunit C-like	EIF3CL	-1.24	-1.69	-2.09
	ENSBTAG00000006702	eukaryotic translation initiation factor 3 subunit E	EIF3E	-1.39	-1.27	-1.77
	ENSBTAG00000007474	eukaryotic translation initiation factor 3 subunit B	EIF3B	-1.45	-1.46	-2.12
	ENSBTAG00000016311	eukaryotic translation initiation factor 2 subunit alpha	EIF2S1	-1.61	-1.17	-1.89

IVC: in vitro culture; DRY: nonlactating dairy cows, LACT: lactating dairy cows.

FC: fold change.

## Discussion

The window of time during which EGA occurs is one of the most critical periods during early embryogenesis, since a proper activation of the gene expression machinery determines the developmental fate of the embryo [38, 39]. Thus, the environment in which the embryo undergoes EGA can influence this phenomenon and potentially have long-term consequences for the embryo and later for the foetus. Several studies have characterized the transcriptomic events occurring during the period of development from the oocyte to the blastocyst, including to the 8- to 16-cell stage, that is, covering the period of EGA [40–44]. Others have compared the effect of IVC at different stages on the embryonic transcriptome [13] and methylome [45]. Here, we have expanded our knowledge of this key embryonic event by comparing the transcriptome of 16-cell embryos undergoing EGA not only in in vitro vs in vivo but also, characterizing the impact of lactation on this key event. While the impact of IVP on the embryo transcriptome during this period has been described, as mentioned below, the potential effects of the maternal metabolic status on the process are less understood. In a previous study [16], approximately 65 Day-2 IVP embryos (2- to 4-cell stage) were endoscopically transferred to the oviducts of 60 days post-partum dry or lactating dairy cows two days after being observed in heat. Systematic blood collection from 15 d before calving to approximately 100 d postpartum confirmed the altered metabolism of lactating cows, as they had divergent concentrations of non-esterified fatty acids, β-hydroxybutyrate, glucose, insulin, and insulin-like growth factor-I. Fewer embryos had developed to the blastocyst stage in the lactating cows compared with the dry cows (33% vs 49%, respectively) when recovered five days after transfer. Interestingly, no differences were observed in the Day-15 conceptus developmental rate when Day-7 blastocysts were transferred to the same animals 30 days later [16]. Thus, the oviductal environment of lactating cows was adverse for early embryo development before the blastocyst stage when compared to dry cows. Here, we complement and reinforce this previous study by characterizing the molecular consequences of the metabolic status induced by lactation on the early embryo immediately after undergoing EGA. A limitation of this study resides in the sample size per group (n = 3) for the Day-4 embryos. Each experimental unit was constituted by a pool of five embryos and thus, embryos that underwent EGA in the oviduct of the same DRY or LACT cow would exhibit less variability. However, a PCA of the whole transcriptome showed that samples from each group clustered together in the plot, supporting the treatment effect on the embryo transcriptome.

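Over all components, the nearest library of each of the 9 Day-4 libraries belonged to its own group. The silhouette width, which compares a library's mean distance to its own group with that to the nearest other group, was 0.225 to 0.323 in IVC, 0.139 to 0.192 in DRY and 0.0809 to 0.183 in LACT. The mean distance between libraries was 303 for IVC and LACT, 316 for IVC and DRY, and 320 for DRY and LACT. In each group, the nearest library of both outer libraries was the one at their mean. With the 3 libraries at the mean left out, the nearest library belonged to the same group for 3 of the 6 left, and the silhouette width was -0.00717 to 0.113.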

Results show that genes that could be influencing the epigenome, such as those encoding for histones H2A, H3, and H4 and the methylation process, exhibited similar expression between IVP embryos at the 2- to 4-cell (pre-EGA) and 8 to 16-cell (post-EGA) stage but switched to increased expression in the Day-4 embryos that underwent EGA in vivo, with no differences between DRY and LACT. 

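S2 Table and S4 Table list 12 Ensembl genes under histone H2A, H3, H4, histone core or histone fold. The paper counts more genes under these terms than have an Ensembl ID there. For histone fold it counts 12 against 5 listed for Cluster 4, and 19 against 8 for Cluster A. The values here cover the 12 genes only. Over the 14 libraries, 1 of the 12, the H2A gene ENSBTAG00000051969, had an FDR under 0.05 for DRY against IVC and for LACT against IVC (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 8 had an unadjusted p under 0.05 in each. It had 14.7 ± 4.28 CPM on Day 2 (SD, n = 5), and 6.95 ± 4.97 CPM in IVC, 38.3 ± 7.37 CPM in DRY and 37.4 ± 4.00 CPM in LACT (SD, n = 3 each). Its log2 fold change was 2.46 for DRY against IVC (standard error 0.57, FDR 0.0211 from the same test), 2.43 for LACT against IVC (standard error 0.57, FDR 0.0327) and 0.03 for DRY against LACT (standard error 0.54, FDR 0.990). The median log2 fold change of the 12 genes was 2.80 for DRY against IVC, 2.81 for LACT against IVC and -0.10 for DRY against LACT, for which none passed and none had an unadjusted p under 0.05. For IVC against Day 2, 2 genes were higher and 4 lower with an FDR under 0.05. The 2 higher genes are listed for Cluster 4, and the 4 lower ones for Clusters 5, 7 or A and not for Cluster 4. Among the lower ones, the H4 gene ENSBTAG00000052609 had a log2 fold change of -5.25 (standard error 0.68). It is listed for Cluster 7, which the paper itself places below Day 2. In the fit on the 9 Day-4 libraries alone, which the other contrasts between Day-4 groups rest on, 5 of the 12 genes passed for DRY against IVC, 3 for LACT against IVC and 3 in both, and 10 and 11 had an unadjusted p under 0.05. For DRY against LACT none passed in that fit, and 1 had an unadjusted p under 0.05. With DESeq2, 6 of the 12 genes passed in both in vivo groups against IVC, and with 2 libraries per Day-4 group none did, where 3 genes in each contrast had an unadjusted p under 0.05. The near-identical copies of histone genes make each of these counts uncertain, and the labels and the paper differ on whether polyA RNA was selected.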

Genes involved in epigenetic modifications are present in both maternal and embryonic transcripts, as determined by analysing the transcriptome of 8- to 16-cell embryos that developed in the presence or absence of alpha-amanitin, an inhibitor of eukaryotic RNA polymerase [41, 42]. While we cannot know if these differences in the transcriptome were associated with changes in DNA methylation levels in the embryos from this study, a previous report showed that embryos produced in vivo but subjected to IVC before or during EGA exhibited strong changes in DNA methylation [46].

Another result from our study demonstrates the strong expression of genes related to mitochondrial function and translation in Day-4 compared to Day-2 embryos. Accordingly, other authors have identified genes enriching for oxidative phosphorylation and citrate cycle [40, 44] and translation [42–44] in Day-4 embryos compared to earlier stages. 

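The 5 mitochondrially encoded genes of Table 2 took 1.73 ± 0.761% of the counts of a library on Day 2 (SD, n = 5), and 4.80 ± 0.102% in IVC, 6.90 ± 0.108% in DRY and 4.30 ± 0.384% in LACT (SD, n = 3 each). Of the 9 oxidative phosphorylation genes of Table 2, 8 were higher on Day 4 than on Day 2 with an FDR under 0.05 and 1 was not (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATP5MF had 1.88 ± 0.663 CPM on Day 2 (SD, n = 5). The 9 genes of the 48S preinitiation complex listed for Cluster 2 all rose from Day 2 to Day 4, by a median log2 fold change of 2.18.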

Nonetheless, the experimental design employed in this study allowed us to discern how these vital biological processes might be triggered in the embryo according to the environment undergoing EGA. Clearly, certain genes involved in oxidative phosphorylation were up-regulated in DRY compared to IVC and LACT (average FC: 1.50 and 2.09, respectively). 

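The mean of the 9 fold changes of the oxidative phosphorylation genes of Table 2 was 1.46 for DRY against IVC (range 1.11 to 2.16) and 2.24 for DRY against LACT (range 1.56 to 3.54). As geometric means they were 1.44 and 2.14. With each Day-4 library left out in turn, the means stayed between 1.07 and 1.57 for DRY against IVC and between 2.04 and 2.33 for DRY against LACT. Without the 10 genes of highest counts, which include CYTB and COX3, the means over the other 7 genes were 1.58 and 2.44, against 1.47 and 2.38 for the same 7 genes before those 10 were left out.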

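For the 11 mTOR pathway genes of Table 2, the mean fold change of DRY against LACT was 3.98, and 2.20 without LAMTOR4, which had the largest fold change. Against IVC the mean was at least 90.1, because LAMTOR4 had at most 1 count in any IVC library and its fold change is a lower bound. Without LAMTOR4 it was 4.89 (range 1.56 to 11.5), and the geometric mean was 3.93. With each Day-4 library left out in turn, the mean without LAMTOR4 stayed between 3.82 and 6.46 against IVC and between 1.79 and 2.57 against LACT. With LAMTOR4, the lower bound of the mean against IVC ranged from 59.2 to 124.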

Interestingly, several genes involved in the mTOR pathway, a key regulator of energy sensing in the cell, were also strongly more expressed in DRY than LACT (average FC: 3.64) and even more when compared to IVC (average FC: 334.40). In contrast, six of the 17 genes compromising the eukaryotic 48S preinitiation complex were down-regulated in DRY compared to both LACT and IVC (average FC: -1.33 and -2.00, respectively).

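The mean fold change of the 6 translation initiation genes of Table 2 was -0.921 for DRY against LACT, where EIF3F had a fold change of 1.01 and the other 5 genes ranged from -1.53 to -1.17. As a geometric mean the ratio of DRY to LACT was 0.805. Against IVC the mean was -2.06 (range -2.21 to -1.82) and the geometric mean of the ratio 0.486. With each Day-4 library left out in turn, the mean stayed between -1.37 and -0.878 against LACT and between -2.41 and -1.89 against IVC.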

One of the up-regulated genes in the mTOR pathway was the solute carrier family 38 member 9 (*SLC38A9*), which binds and transports amino acids in the lysosome and controls mTORC1 activity in response to amino acids [47]. 

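LAMTOR4 (ENSBTAG00000015009) had between 0 and 1 count in each IVC library, between 5 and 333 counts in the LACT libraries and between 666 and 7563 counts in the DRY libraries. Its level was 116 ± 89.1 CPM in DRY and 5.50 ± 5.38 CPM in LACT (SD, n = 3 each). Against the 3 counts taken as the detection limit, DRY was at least 942-fold higher than IVC (FDR 0.00416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a log2 fold change this bound was 9.88, and 9.22 to 10.4 with each Day-4 library left out in turn. On Day 2 LAMTOR4 had 1.58 ± 1.76 CPM (SD, n = 5), with 0 counts in the lowest library. For DRY against LACT the log2 fold change was 4.45 (standard error 1.15, FDR 0.0432 from the same test). In the fit with 2 libraries per Day-4 group, the FDR was 0.216 against IVC and 0.586 against LACT.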

The protein encoded by this gene interacts with the Ragulator subunit late endosomal/lysosomal adaptor, MAPK and MTOR activator 4 (*LAMTOR4*), which was markedly up-regulated in DRY compared to IVC (more than 3000 FC). The Ragulator complex regulates the Ras related GTP binding (*RRAG*) proteins, which form a heterodimeric complex between *RRAGB* and *RRAGD*, promoting *MTORC1* recruitment to the lysosome and activation [48]. 

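RRAGB (ENSBTAG00000012980) had 34.3 ± 22.5 CPM in DRY, 2.96 ± 2.53 CPM in IVC and 12.9 ± 0.0359 CPM in LACT (SD, n = 3 each). Its fold change for DRY against IVC was 11.5, a log2 fold change of 3.53 (standard error 0.81, FDR 0.0240 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RRAGD had 3.16 ± 2.35 CPM in IVC, and its fold change was 7.04, a log2 fold change of 2.82 (standard error 0.66, FDR 0.0253 from the same test). For both genes the lowest DRY library was above the highest IVC library, at 13.0 against 5.60 CPM for RRAGB and 19.7 against 5.60 CPM for RRAGD. On 2 libraries per Day-4 group, the FDR was 0.371 for RRAGB and 0.478 for RRAGD.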

Both *RRAGB* and *RRAGD* were strongly up-regulated in DRY compared to IVC (FC: 11.25 and 7.01, respectively). 

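AKT1S1 (ENSBTAG00000005763) had 46.7 ± 16.2 CPM in DRY, 21.4 ± 8.31 CPM in LACT and 10.2 ± 5.20 CPM in IVC (SD, n = 3 each). For DRY against IVC its fold change was 4.53, a log2 fold change of 2.18 (standard error 0.49, FDR 0.0218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with 2 libraries per Day-4 group its FDR was 0.426. On Day 2 it had 31.6 ± 30.2 CPM (SD, n = 5), with a range of 5.21 to 78.1 CPM. The gene that encodes mTOR was not analysed here, since its Ensembl ID is not paired with its symbol in Table 2.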

Paradoxically, the gene encoding for AKT1 substrate 1 (*AKT1S1*) was also upregulated, which binds the regulatory-associated protein of mTOR (raptor) and suppresses mTORC1 [49], while the gene encoding for mTOR was not de-regulated. This is not surprising as the sequencing technique takes a snapshot of a specific time point in the cell, and activation of the mTORC1 complex could have occurred at another time, or the sample size limited identifying deregulated expression of this gene. It has been shown that *MTORC1* stimulates the expression of genes in all the mitochondrial complexes, inducing oxidative phosphorylation in human trophoblastic cells [50]. 

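For complex I, ND6 (ENSBTAG00000043546) and ND4L (ENSBTAG00000043559) had log2 fold changes of 0.65 (standard error 0.21, FDR 0.0823) and 0.64 (standard error 0.17, FDR 0.0447) for DRY against LACT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SDHD (ENSBTAG00000016266) of complex II had 1.39 (standard error 0.25, FDR 0.0104 from the same test). CYTB (ENSBTAG00000043550) of complex III had 0.75 (standard error 0.14, FDR 0.0143). For complex IV, COX3 (ENSBTAG00000043560) had 0.85 (standard error 0.14, FDR 0.00854), and COX11 takes part in its assembly. ATP8 (ENSBTAG00000043564) of complex V had 0.82 (standard error 0.17, FDR 0.0201). ATP6V0A2 (ENSBTAG00000007272), which encodes a subunit of the vacuolar ATPase, had 1.51 (standard error 0.33, FDR 0.0229). For LACT against IVC, all 9 genes were lower, from -1.30 for ATP5MF to -0.24 for ND6, and the libraries of the 2 groups overlapped for ND6, CYTB, ND4L and ATP8, and for COX3 with TMM over 14 libraries but not over 9. For ND6, leaving out IVC replicate 2 or LACT replicate 2 turned this value to 0.02 or 0.01. No gene passed in either contrast with 2 libraries per Day-4 group, where 6 genes had an unadjusted p under 0.05 for DRY against LACT and 1 for LACT against IVC.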

Here, key genes in all the complexes of the respiratory chain (I through V) were strongly up-regulated in DRY when compared to LACT, which in turn were downregulated when compared to IVC. Finally, another vital function of the mTOR signalling pathway is to promote the assembly of the eukaryotic translation initiation factor 4F (*eIF4F*) complex [51] which interacts with the large multi-subunit protein eIF3 within the 43S pre-initiation complex for cap-dependent translation initiation [52]. 

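For LACT against IVC, the mean fold change of the 6 translation initiation genes of Table 2 was -1.68, and their fold changes ranged from -2.15 for EIF3F to -1.27 for EIF2S1. For DRY against LACT the log2 fold changes ranged from -0.61 for EIF2S1 (standard error 0.23, FDR 0.120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 0.01 for EIF3F (standard error 0.21, FDR 0.979 from the same test). The latter was -0.01 with DESeq2's size factors in place of TMM and -0.05 in the fit on all 14 libraries. The DRY and LACT libraries overlapped for EIF3J, EIF3F and EIF3CL.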

Genes encoding for these proteins were lowly expressed in DRY compared to both IVC and LACT which in turn were also downregulated when compared to IVC.

These main molecular changes observed between the three Day-4 embryo groups reflect the adaption mechanisms carried out by the embryo in response to the environment. Embryos that underwent EGA in the oviduct of LACT cows experienced lower energetic availability, as these animals were under negative energy balance, manifested by lower circulating concentrations of glucose and higher concentrations of BHB [15]. The low glucose environment can lead to depletion of ATP and an increase in AMP concentration, which activates the AMPK and MAPK kinases, resulting in an inhibition of the mTOR pathway [53, 54]. As mentioned above, the mTOR pathway regulates mitochondrial function (oxidative phosphorylation) and translation initiation. This latter mechanism takes place under conditions of cell stress to induce the translation of specific mRNA and diminish the cell damage or induce apoptosis otherwise [55]. Therefore, the “nutrient-poor” condition faced by the Day-2 embryos in the LACT cows resulted in an inhibition of the mTOR pathway and activation of translation initiation as early as the 16-cell stage when compared to Day-4 embryos collected from the DRY cows. These modifications can persist in later stages. Indeed, de-regulation of the mTOR pathway, including oxidative phosphorylation and protein translation, was also observed in blastocysts obtained from dairy cows with high circulating concentrations of beta-hydroxybutyrate at 60 days postpartum when compared to embryos obtained from cows with low concentrations [56]. This study also demonstrated altered methylation patterns consistent with the transcriptomic results.

Similarities between the transcriptomic profile of LACT and IVP embryos might arise from the fact that embryos are exposed to suboptimal conditions in both scenarios, forcing the embryo to adopt a metabolic signature described as “economy mode”, characterized by mitochondrial disfunction [57]. The in vitro process is still associated with a suboptimal stressful environment for the embryo, despite all the advancements done in this area, which impact both the embryo epigenome and transcriptome, as described by several investigators [11, 58–62]. Most of these studies demonstrated that the main consequence of the in vitro process is de-regulation of the mTOR pathway and changes in the DNA methylation levels of energy-sensing genes, potentially leading to permanent consequences. Indeed, genes involved in energy homeostasis were affected in the muscle and liver of IVP postnatal dairy calves when compared to calves derived from and in vivo embryo [63]. Given the similarities between bovine and human embryos in regulatory mechanisms and developmental transcriptomic dynamics [64], results from the present study can also have implications for women’s reproductive health.

In conclusion, results from this study demonstrate that EGA involves the expression of genes involved in mitochondrial function and translation, as previously observed by other authors. Furthermore, the environment in which EGA takes place strongly influences these mechanisms, likely through regulation of the mTOR signalling pathway. The expression of key genes involved in this pathway are stimulated in the embryo if EGA occurs in the oviduct but not when EGA occurs in vitro. Furthermore, for the in vivo conditions, the level of gene expression is strongly influenced by the dam’s metabolic status, with the most robust expression occurring in the most optimal condition, i.e., in DRY cows compared to LACT cows in this study. Deregulation of this critical energy-regulatory mechanism affects, as a consequence, other essential cellular processes in the embryo, such as oxidative phosphorylation and protein translation.

## Supporting information

S1 Checklist PLOS ONE clinical studies checklist. (DOCX) Click here for additional data file.

S1 Fig Principal component analysis plot of the Day-2 and Day-4 embryo transcriptome. Day 4 embryos underwent embryonic genome activation during in-vitro culture (IVC) or in the oviduct of nonlactating (DRY) or lactating (LACT) dairy cows.
(TIF) Click here for additional data file.

S2 Fig Networks constructed with all the genes involved in the selected pathways. The highlighted nodes are genes differentially expressed between Day-4 embryos that underwent embryonic genome activation in different conditions.
(TIF) Click here for additional data file.

S3 Fig Pathway maps drawn by the Kyoto encyclopaedia of genes and genomes (KEGG). Genes in purple are differentially expressed genes between Day-4 embryos that underwent embryonic genome activation in different conditions.
(TIF) Click here for additional data file.

S1 Table Differentially expressed genes per group and cluster. Differentially expressed genes were determined between Day-2 and Day-4 embryos that underwent embryonic genome activation under different conditions (see Fig 2).
(XLSX) Click here for additional data file.

S2 Table Enriched ontological terms with the genes in each cluster. Genes in each cluster are listed in S1 Table.
(XLSX) Click here for additional data file.

S3 Table Differentially expressed genes per cluster. Differentially expressed genes were determined between Day-4 embryos that underwent embryonic genome activation under different conditions (see Fig 3).
(XLSX) Click here for additional data file.

S4 Table Enriched ontological terms with the genes in each cluster. Genes in each cluster are listed in S3 Table.
(XLSX) Click here for additional data file.

## References

[1] LonerganP, KhatirH, PiumiF, RiegerD, HumblotP, BolandMP. Effect of time interval from insemination to first cleavage on the developmental characteristics, sex ratio and pregnancy rate after transfer of bovine embryos. J Reprod Fertil. 1999;117: 159–167. doi: 10.1530/jrf.0.1170159 10645257

[2] MemiliE, FirstNL. Zygotic and embryonic gene expression in cow: a review of timing and mechanisms of early gene expression as compared with other species. Zygote. 2000;8: 87–96. doi: 10.1017/s0967199400000861 10840878

[3] BoniR, TostiE, RovielloS, DaleB. Intercellular communication in in vivo- and in vitro-produced bovine embryos. Biol Reprod. 1999;61: 1050–1055. doi: 10.1095/biolreprod61.4.1050 10491643

[4] YuB, van TolHTA, StoutTAE, RoelenBAJ. Initiation of X Chromosome Inactivation during Bovine Embryo Development. Cells. 2020;9. Epub doi: 10.3390/cells904101632325818PMC7226380

[5] De La FuenteR, HahnelA, BasrurPK, KingWA. X inactive-specific transcript (Xist) expression and X chromosome inactivation in the preattachment bovine embryo. Biol Reprod. 1999;60: 769–775. doi: 10.1095/biolreprod60.3.769 10026129

[6] MeirellesFV, CaetanoAR, WatanabeYF, RipamonteP, CarambulaSF, MerigheGK, et al. Genome activation and developmental block in bovine embryos. Anim Reprod Sci. 2004;82–83: 13–20. doi: 10.1016/j.anireprosci.2004.05.012 15271440

[7] KopecnyV, FlechonJE, CamousS, FulkaJJr, Nucleologenesis and the onset of transcription in the eight-cell bovine embryo: fine-structural autoradiographic study. Mol Reprod Dev. 1989;1: 79–90. doi: 10.1002/mrd.1080010202 2629852

[8] FreiRE, SchultzGA, ChurchRB. Qualitative and quantitative changes in protein synthesis occur at the 8-16-cell stage of embryogenesis in the cow. J Reprod Fertil. 1989;86: 637–641. doi: 10.1530/jrf.0.0860637 2760892

[9] ZhangJ, LyuQ, LiJ, MaZ, YangR, YinX, et al. Dissecting the molecular features of bovine-arrested eight-cell embryos using single-cell multi-omics sequencing. Biol Reprod. 2023. Epub doi: 10.1093/biolre/ioad03836961504

[10] RizosD, LonerganP, BolandMP, Arroyo-GarciaR, PintadoB, de la FuenteJ, et al. Analysis of differential messenger RNA expression between bovine blastocysts produced in different culture systems: implications for blastocyst quality. Biol Reprod. 2002;66: 589–595. doi: 10.1095/biolreprod66.3.589 11870062

[11] RizosD, WardF, DuffyP, BolandM, LonerganP. Consequences of bovine oocyte maturation, fertilization or early embryo development in vitro versus in vivo: implications for blastocyst yield and blastocyst quality. Mol Reprod Dev. 2002;61: 234–248. doi: 10.1002/mrd.1153 11803560

[12] LonerganP, FairT. In vitro-produced bovine embryos: dealing with the warts. Theriogenology. 2008;69: 17–22. doi: 10.1016/j.theriogenology.2007.09.007 17950823

[13] GadA, HoelkerM, BesenfelderU, HavlicekV, CinarU, RingsF, et al. Molecular mechanisms and pathways involved in bovine embryonic genome activation and their regulation by alternative in vivo and in vitro culture conditions. Biol Reprod. 2012;87: 100. Epub doi: 10.1095/biolreprod.112.099697 .22811576

[14] BanliatC, MaheC, LavigneR, ComE, PineauC, LabasV, et al. The proteomic analysis of bovine embryos developed in vivo or in vitro reveals the contribution of the maternal environment to early embryo. BMC Genomics. 2022;23: 839. Epub doi: 10.1186/s12864-022-09076-5 .36536309PMC9764490

[15] Forde NO’GormanA, WhelanH, DuffyP, O’HaraL, KellyAK, et al. Lactation-induced changes in metabolic status and follicular-fluid metabolomic profile in postpartum dairy cows. Reprod Fertil Dev. 2016;28: 1882–1892. doi: 10.1071/RD14348 26072962

[16] MailloV, RizosD, BesenfelderU, HavlicekV, KellyAK, GarrettM, et al. Influence of lactation on metabolic characteristics and embryo development in postpartum Holstein dairy cows. J Dairy Sci. 2012;95: 3865–3876. doi: 10.3168/jds.2011-5270 22720941

[17] RizosD, CarterF, BesenfelderU, HavlicekV, LonerganP. Contribution of the female reproductive tract to low fertility in postpartum lactating dairy cows. J Dairy Sci. 2010;93: 1022–1029. doi: 10.3168/jds.2009-2605 20172222

[18] LocatelliY, FordeN, BlumH, GrafA, PieguB, MermillodP, et al. Relative effects of location relative to the corpus luteum and lactation on the transcriptome of the bovine oviduct epithelium. BMC Genomics. 2019;20: 233. Epub doi: 10.1186/s12864-019-5616-2 .30898106PMC6427878

[19] GegenfurtnerK, FrohlichT, KostersM, MermillodP, LocatelliY, FritzS, et al. Influence of metabolic status and genetic merit for fertility on proteomic composition of bovine oviduct fluiddagger. Biol Reprod. 2019;101: 893–905. doi: 10.1093/biolre/ioz142 31347661

[20] BauersachsS, SimintirasCA, SturmeyRG, KrebsS, BickJ, BlumH, et al. Effect of metabolic status on conceptus-maternal interactions on day 19 in dairy cattle: II. Effects on the endometrial transcriptome. Biol Reprod. 2017;97: 413–425. doi: 10.1093/biolre/iox095 29024972

[21] FordeN, SimintirasCA, SturmeyRG, GrafA, WolfE, BlumH, et al. Effect of lactation on conceptus-maternal interactions at the initiation of implantation in cattle: I. Effects on the conceptus transcriptome and amino acid composition of the uterine luminal fluid. Biol Reprod. 2017;97: 798–809. doi: 10.1093/biolre/iox135 29088315

[22] BolgerA, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30: 2114–2120. doi: 10.1093/bioinformatics/btu170 24695404PMC4103590

[23] DobinA, DavisC, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29: 15–21. doi: 10.1093/bioinformatics/bts635 23104886PMC3530905

[24] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30: 923–930. Epub doi: 10.1093/bioinformatics/btt656 .24227677

[25] LoveM, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[26] ConesaA, NuedaMJ, FerrerA, TalonM. maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. Bioinformatics. 2006;22: 1096–1102. Epub doi: 10.1093/bioinformatics/btl056 .16481333

[27] RobinsonM, McCarthyD, SmythG. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26: 139–140. doi: 10.1093/bioinformatics/btp616 19910308PMC2796818

[28] RauA, GallopinM, CeleuxG, JaffrézicF. Data-based filtering for replicated high-throughput transcriptome sequencing experiments. Bioinformatics. 2013;29: 2146–2152. doi: 10.1093/bioinformatics/btt350 23821648PMC3740625

[29] RobinsonM, OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol. 2010;11: R25. doi: 10.1186/gb-2010-11-3-r25 20196867PMC2864565

[30] McCarthyD, ChenY, SmythG. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res. 2012;40: 4288–4297. doi: 10.1093/nar/gks042 22287627PMC3378882

[31] Huang daW, ShermanB, LempickiR. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4: 44–57. doi: 10.1038/nprot.2008.211 19131956

[32] de HoonM, ImotoS, NolanJ, MiyanoS. Open source clustering software. Bioinformatics. 2004;20: 1453–1454. doi: 10.1093/bioinformatics/bth078 14871861

[33] SaldanhaA. Java Treeview—extensible visualization of microarray data. Bioinformatics. 2004;20: 3246–3248. doi: 10.1093/bioinformatics/bth349 15180930

[34] HuberW, von HeydebreckA, SueltmannH, PoustkaA, VingronM. Parameter estimation for the calibration and variance stabilization of microarray data. Stat Appl Genet Mol Biol. 2003;2: Article3. doi: 10.2202/1544-6115.1008 16646781

[35] ShannonP, MarkielA, OzierO, BaligaN, WangJ, RamageD, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13: 2498–2504. doi: 10.1101/gr.1239303 14597658PMC403769

[36] MontojoJ, ZuberiK, RodriguezH, KaziF, WrightG, DonaldsonS, et al. GeneMANIA Cytoscape plugin: fast gene function predictions on the desktop. Bioinformatics. 2010;26: 2927–2928. doi: 10.1093/bioinformatics/btq562 20926419PMC2971582

[37] AssenovY, RamirezF, SchelhornSE, LengauerT, AlbrechtM. Computing topological parameters of biological networks. Bioinformatics. 2008;24: 282–284. Epub doi: 10.1093/bioinformatics/btm554 .18006545

[38] MemiliE, DominkoT, FirstNL. Onset of transcription in bovine oocytes and preimplantation embryos. Mol Reprod Dev. 1998;51: 36–41. doi: 10.1002/(SICI)1098-2795(199809)51:1&lt;36::AID-MRD4&gt;3.0.CO;2-X 9712315

[39] NiemannH, WrenzyckiC. Alterations of expression of developmentally important genes in preimplantation bovine embryos by in vitro culture conditions: implications for subsequent development. Theriogenology. 2000;53: 21–34. doi: 10.1016/s0093-691x(99)00237-x 10735059

[40] KuesW, SudheerS, HerrmannD, CarnwathJ, HavlicekV, BesenfelderU, et al. Genome-wide expression profiling reveals distinct clusters of transcriptional regulation during bovine preimplantation development in vivo. Proc Natl Acad Sci U S A. 2008;105: 19768–19773. doi: 10.1073/pnas.0805616105 19064908PMC2604955

[41] MisirliogluM, PageGP, SagirkayaH, KayaA, ParrishJJ, FirstNL, et al. Dynamics of global transcriptome in bovine matured oocytes and preimplantation embryos. Proc Natl Acad Sci U S A. 2006;103: 18905–18910. Epub doi: 10.1073/pnas.0608247103 .17142320PMC1748150

[42] BogliottiYS, ChungN, PaulsonEE, ChitwoodJ, HalsteadM, KernC, et al. Transcript profiling of bovine embryos implicates specific transcription factors in the maternal-to-embryo transition. Biol Reprod. 2020;102: 671–679. doi: 10.1093/biolre/ioz209 31711115PMC7068111

[43] GrafA, KrebsS, ZakhartchenkoV, SchwalbB, BlumH, WolfE. Fine mapping of genome activation in bovine embryos by RNA sequencing. Proc Natl Acad Sci U S A. 2014;111: 4139–4144. Epub doi: 10.1073/pnas.1321569111 .24591639PMC3964062

[44] JiangZ, SunJ, DongH, LuoO, ZhengX, ObergfellC, et al. Transcriptional profiles of bovine in vivo pre-implantation development. BMC Genomics. 2014;15: 756. Epub doi: 10.1186/1471-2164-15-756 .25185836PMC4162962

[45] Salilew-WondimD, FournierE, HoelkerM, Saeed-ZidaneM, TholenE, LooftC, et al. Genome-Wide DNA Methylation Patterns of Bovine Blastocysts Developed In Vivo from Embryos Completed Different Stages of Development In Vitro. PLoS One. 2015;10: e0140467. doi: 10.1371/journal.pone.0140467 26536655PMC4633222

[46] Salilew-WondimD, Saeed-ZidaneM, HoelkerM, GebremedhnS, PoirierM, PandeyH, et al. Genome-wide DNA methylation patterns of bovine blastocysts derived from in vivo embryos subjected to in vitro culture before, during or after embryonic genome activation. BMC Genomics. 2018;19: 424. doi: 10.1186/s12864-018-4826-3 29859035PMC5984773

[47] RebsamenM, PochiniL, StasykT, de AraujoME, GalluccioM, KandasamyRK, et al. SLC38A9 is a component of the lysosomal amino acid sensing machinery that controls mTORC1. Nature. 2015;519: 477–481. Epub doi: 10.1038/nature14107 .25561175PMC4376665

[48] GaticaD, KlionskyDJ. New insights into MTORC1 amino acid sensing and activation. Biotarget. 2017;1. Epub doi: 10.21037/biotarget.2017.04.01 .30159546PMC6110396

[49] FaivreS, KroemerG, RaymondE. Current development of mTOR inhibitors as anticancer agents. Nat Rev Drug Discov. 2006;5: 671–688. doi: 10.1038/nrd2062 16883305

[50] RosarioFJ, GuptaMB, MyattL, PowellTL, GlennJP, CoxL, et al. Mechanistic Target of Rapamycin Complex 1 Promotes the Expression of Genes Encoding Electron Transport Chain Proteins and Stimulates Oxidative Phosphorylation in Primary Human Trophoblast Cells by Regulating Mitochondrial Biogenesis. Sci Rep. 2019;9: 246. Epub doi: 10.1038/s41598-018-36265-8 .30670706PMC6343003

[51] NandagopalN, RouxPP. Regulation of global and specific mRNA translation by the mTOR signaling pathway. Translation (Austin). 2015;3: e983402. Epub doi: 10.4161/21690731.2014.983402 .26779414PMC4682803

[52] JacksonRJ, HellenCU, PestovaTV. The mechanism of eukaryotic translation initiation and principles of its regulation. Nat Rev Mol Cell Biol. 2010;11: 113–127. doi: 10.1038/nrm2838 20094052PMC4461372

[53] SchultzeSM, HemmingsBA, NiessenM, TschoppO. PI3K/AKT, MAPK and AMPK signalling: protein kinases in glucose homeostasis. Expert Rev Mol Med. 2012;14: e1. Epub doi: 10.1017/S1462399411002109 .22233681

[54] InokiK, KimJ, GuanKL. AMPK and mTOR in cellular energy homeostasis and drug targets. Annu Rev Pharmacol Toxicol. 2012;52: 381–400. Epub doi: 10.1146/annurev-pharmtox-010611-134537 .22017684

[55] WekRC, JiangHY, AnthonyTG. Coping with stress: eIF2 kinases and translational control. Biochem Soc Trans. 2006;34: 7–11. doi: 10.1042/BST20060007 16246168

[56] ChaputC, SirardM. Embryonic response to high beta-hydroxybutyrate (BHB) levels in postpartum dairy cows. Domest Anim Endocrinol. 2020;72: 106431. doi: 10.1016/j.domaniend.2019.106431 32325411

[57] WuC, SirardM. Parental Effects on Epigenetic Programming in Gametes and Embryos of Dairy Cows. Front Genet. 2020;11: 557846. doi: 10.3389/fgene.2020.557846 33173533PMC7591718

[58] CagnoneG, SirardM. The embryonic stress response to in vitro culture: insight from genomic analysis. Reproduction. 2016;152: R247–R261. doi: 10.1530/REP-16-0391 27601713

[59] CorcoranD, FairT, ParkS, RizosD, PatelO, SmithG, et al. Suppressed expression of genes involved in transcription and translation in in vitro compared with in vivo cultured bovine embryos. Reproduction. 2006;131: 651–660. doi: 10.1530/rep.1.01015 16595716

[60] DriverA, PeñagaricanoF, HuangW, AhmadK, HackbartK, WiltbankM, et al. RNA-Seq analysis uncovers transcriptomic variations between morphologically similar in vivo- and in vitro-derived bovine blastocysts. BMC Genomics. 2012;13: 118. doi: 10.1186/1471-2164-13-118 22452724PMC3368723

[61] Gutiérrez-AdánA, RizosD, FairT, MoreiraP, PintadoB, de la FuenteJ, et al. Effect of speed of development on mRNA expression pattern in early bovine embryos cultured in vivo or in vitro. Mol Reprod Dev. 2004;68: 441–448. doi: 10.1002/mrd.20113 15236328

[62] SirardM. The influence of in vitro fertilization and embryo culture on the embryo epigenetic constituents and the possible consequences in the bovine model. J Dev Orig Health Dis. 2017;8: 411–417. doi: 10.1017/S2040174417000125 28260557

[63] RabaglinoMB, SecherJB, HyttelP, KadarmideenHN. In vitro and in vivo-produced male dairy calves show molecular differences in the hepatic and muscular energy regulation. Biol Reprod. 2022. Epub doi: 10.1093/biolre/ioac131PMC956212435766406

[64] CarreiroLE, Dos SantosGS, LuedkeFE, GoissisMD. Cell differentiation events in pre-implantation mouse and bovine embryos. Anim Reprod. 2021;18: e20210054. Epub doi: 10.1590/1984-3143-AR2021-0054 .35035540PMC8747937

# Supplementary material for: Maternal metabolic status and in-vitro culture conditions during embryonic genome activation deregulate the expression of energy-related genes in the bovine 16-cells embryo
**Source:** PLoS One. 2023 Aug 25;18(8):e0290689. doi: 10.1371/journal.pone.0290689
**Supplement:** S1 Checklist

***PLOS ONE* Clinical Studies Checklist**

***PLOS ONE* manuscript number:**  **PONE-D-23-15571**

| **Complete the following if your study involved human participants or human subjects’ data. These questions should be addressed for prospective and retrospective studies.** | | |
| --- | --- | --- |
| 1. | Did you obtain ethics approval for this study?   - If yes, please upload (file type “Other”) the original approval document you received from your ethics committee. If the original document is in another language, please also provide an English translation.   ___ Uploaded X N/A   - If you did not obtain ethical approval, please explain why this was not required.  \| **No human participants or human subjects’ data were used.** \| \| --- \| |  |
| 2. | If your study involved human participants, please report in the Methods section when participants were recruited to the study.  ___ Completed X N/A |  |
| 3. | If you are reporting a study of medical records or archived samples, please report in the Methods section the date range in which human subjects’ data/samples were collected and the date(s) when you conducted this study.  ___ Completed X N/A |  |
| 4. | Please specify in the Methods section whether authors had access to information that could identify individual participants during or after data collection.  ___ Completed X N/A |  |
| 5. | If you are reporting an observational study – i.e. cohort, case-control, and cross-sectional studies – we recommend that the work is reported as per the requirements of the STROBE guidelines, and that you provide a completed STROBE checklist as a Supporting Information file with your submission.  The STROBE checklist was developed to improve the reporting of observational human subjects research, and is available here: <http://strobe-statement.org/fileadmin/Strobe/uploads/checklists/STROBE_checklist_v4_combined_PlosMedicine.docx>.  ___ Completed X N/A |  |
| 6. | Please ensure that the author list and Corresponding Author entered in Editorial Manager match the author list and Corresponding Author in your manuscript file.  X Completed |  |

How the deposited data were processed for this re-analysis (not part of the article)

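RNA-seq was measured in 14 libraries, each made from a pool of 5 bovine embryos: 5 pools of Day-2 embryos, and 3 pools each of Day-4 embryos from IVC, DRY and LACT. The authors deposited counts per Ensembl gene, described as made by trimming with Trimmomatic 0.39, aligning with STAR 2.7.0b and counting with featureCounts of Subread 2.0.3. The table holds 27607 genes for each library. No normalization by the authors is stated for these counts. The strand setting and the annotation release are not stated either. The labels name polyA as the library selection, whereas the paper states that RNA was not enriched for polyA. Groups and replicate numbers were taken from the sample labels, and no pairing of libraries across groups is stated. The labels give 30 M reads per library and the paper 45 M. The values used here are the deposited counts, which may have been adjusted before deposit. The depth per group and the detection limit of 3 counts are given with the first result.

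Counts were analysed with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0 in R 4.3.3, and with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Genes with at least 1 CPM in at least 3 libraries of the fit were kept, library sizes were scaled with TMM, and a model with 1 coefficient per group was fitted with edgeR's robust quasi-likelihood method. Contrasts with Day 2 and the counterparts of Clusters 1 to 14 came from the fit on 14 libraries, and contrasts between Day-4 groups from the fit on the 9 Day-4 libraries, except for the histone genes, which were tested on 14. Benjamini-Hochberg adjustment was applied over all genes tested, and genes with an FDR under 0.05 were counted. The standard error of a log2 fold change was derived as its absolute value divided by the square root of the F statistic of its test. CPM of single genes are after TMM over 14 libraries, except for the genes with the lowest FDR between pairs of Day-4 groups, where TMM was over 9. Distances and principal components were computed on variance-stabilized counts from DESeq2 over all genes with counts. Sets of genes were tested with limma's camera at an inter-gene correlation of 0.01. A fold change against a group at or under 3 counts in every library was computed against 3 counts and is a lower bound. Fold changes under 1 are written as the negative inverse, as in Table 2, and averaged in that form.

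Genes are named by a fixed rule: every gene of Table 2 except 1 that is not reported here, the genes listed under histone terms, and per contrast at most the 2 that rose and the 2 that fell with the lowest FDR among genes whose groups do not overlap. Gene lists under a term were read from S2 Table and S4 Table by Ensembl ID, and some lists are shortened there. For several terms the paper counts more genes than the Ensembl IDs listed, and the values cover the listed IDs only. Gene sets and marker genes defined by symbol, and the gene that encodes mTOR, were not analysed here, since outside Table 2 no table used here pairs Ensembl IDs with symbols. maSigPro was not run. A negative binomial model with theta fixed at 10, with and without a minimum of 0.6 of the deviance explained, was run as an alternative for the comparison with Day 2.

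The comparisons, the named alternatives and the settings were chosen before the data were examined, apart from those named here. The alternatives were DESeq2's size factors in place of TMM, no filter, at least 10 counts in every library, leaving out the 10 genes of highest counts, DESeq2's own tests, edgeR's likelihood ratio test with observation weights, the replicate number as a block, the fit on 14 libraries for Day-4 contrasts, an FDR under 0.01, and leaving out each library in turn. Chosen after the data were examined were the fits with 2 libraries per Day-4 group, which keep genes with at least 1 CPM in at least 2 libraries or, in a variant, at least 3. Also chosen then were the fit on the 9 Day-4 libraries for the histone genes, the use of term lists by Ensembl ID in place of sets by symbol, the checks on the spacing of libraries within groups, the nearest libraries and silhouette widths without the 3 libraries at the mean, the count of genes in only 1 Day-4 group, and, for the distance between groups, the thinned libraries and the leaving out of the 10 genes of highest counts.

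The tests were tried on simulated data. With 200 genes changed 4-fold between groups and 3 independent libraries per group, the quasi-likelihood test called 69 of the 200 genes and 2 unchanged genes of 11537 tested. The likelihood ratio test with observation weights called 97 changed and 48 unchanged genes, and DESeq2 95 and 47. With 2 independent libraries per group, the quasi-likelihood test called 42 changed and 6 unchanged genes. With the third library set at the mean of the other libraries of its group, it called 145 changed and 1448 unchanged genes. Without any changed genes and with the third library set in this way, the quasi-likelihood test called 1450 of 11493 genes and the likelihood ratio test with observation weights 3140 (27.3%). DESeq2 was not tried on that simulation.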

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

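The value below was picked out by Dixon's test as set before the data were examined, and no test of it was added after the result was seen. RRAGB had 0.0312 CPM in Day-2 replicate 3 and 0 CPM in the other 4 Day-2 libraries. In counts this is 1 read against 0, so the ratio of the gap to the range is 1, above the critical value of 0.71 for 5 values. It is 1 over the critical value among 31 sets of values tested, where 1.55 are expected by chance. The value is below the limit of 3 counts, and a single read is within counting error at this depth. No biological explanation was tested, since the design gives no condition within the Day-2 libraries.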

How the results depend on the processing

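The fits with 2 libraries per Day-4 group and the fit on the 9 Day-4 libraries for the histone genes were chosen after the data were examined, and each fit with 2 libraries is given with genes of at least 1 CPM in at least 2 libraries first and in at least 3 libraries second. Where a value changed with a setting, the cause was not tested unless a test is named.

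Genes with an FDR under 0.05 across the 4 groups numbered 8257, and 4872 with a filter on at least 10 counts in every library. They numbered 12479 with theta fixed at 10 and no cutoff on the explained deviance. With 2 libraries per Day-4 group they numbered 5498 and 5358. For Day 4 against Day 2, the filter on 10 counts gave 4878 genes against 8560, and for the EGA group 4083 against 7657. With each of the 14 libraries left out in turn, these 3 counts ranged from 7274 to 8089, from 8039 to 8376 and from 7326 to 7778.

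Genes with 1 Day-4 group apart numbered 556. The count was 366 with at least 10 counts in every library, 1896 with DESeq2, 1398 with the likelihood ratio test with observation weights, and 50 and 25 with 2 libraries per Day-4 group. Leaving out a library gave 201 to 588. Of the histone genes, 1 was higher in both in vivo groups than in IVC. This number was 0 without a filter on low counts, 6 with DESeq2, 3 with the likelihood ratio test, 3 in the fit on the 9 Day-4 libraries, 0 with the replicate block, 0 and 0 with 2 libraries per Day-4 group, where 3 genes in each contrast had an unadjusted p under 0.05 in the first of these fits, and 0 to 1 with a library left out.

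Across the 3 Day-4 groups, 2215 genes became 4037 with DESeq2, 3477 with the likelihood ratio test, 1164 in the fit on all 14 libraries, 579 at an FDR under 0.01, and 136 and 79 with 2 libraries per Day-4 group. In the same order, DRY against LACT went from 1165 to 2577, 1924, 556, 310, 81 and 54, LACT against IVC from 1018 to 2345, 1793, 456, 202, 52 and 14, and DRY against IVC from 1668 to 3156, 2515, 825, 450, 89 and 74. With each Day-4 library left out in turn, the ranges were 620 to 2411 across the groups, 252 to 1276 for DRY against LACT, 120 to 1513 for LACT against IVC and 458 to 1999 for DRY against IVC.

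With the replicate number as a block, 1148 genes were called across the 3 Day-4 groups, 562 for DRY against LACT, 489 for LACT against IVC, 935 for DRY against IVC, and 321 had 1 Day-4 group apart. Across the 4 groups the block gave 7011 genes, and 7640 for Day 4 against Day 2. As a check on pairing, the mean correlation of deviations from the group mean was 0.0295 for the 9 pairs of libraries with the same number in different groups and -0.0117 for the 18 pairs with different numbers. The ranges were -0.0394 to 0.205 and -0.0644 to 0.0570. The value of 0.205 was that of DRY replicate 3 and LACT replicate 3, which both lay at the mean of the other libraries of their group.

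The share of genes higher in DRY than in LACT was 41.5%, and 52.8% with at least 10 counts in every library, 25.4% in the fit on all 14 libraries, 14.8% and 9.26% with 2 libraries per Day-4 group, 25.9% without IVC replicate 1, 27.8% without LACT replicate 1 and 23.0% without LACT replicate 3. The share higher in LACT than in IVC was 46.7%, and 62.3% in the fit on all 14 libraries, 61.5% and 78.6% with 2 libraries per Day-4 group and 61.4% without LACT replicate 2. The share higher in DRY than in IVC was 43.0%, and 23.6% and 23.0% with 2 libraries per Day-4 group, 24.2% without IVC replicate 1 and 32.6% without IVC replicate 2. It was 50.9% with at least 10 counts in every library, 50.4% without the 10 genes of highest counts and 50.5% without LACT replicate 2. DRY was the highest or lowest group for 71.1% of the genes called across the Day-4 groups (68.5% of all genes tested). IVC was so for 69.6% (68.7%) and LACT for 59.4% (62.8%). For DRY the share was 73.7% without a filter, 74.1% in the fit on all 14 libraries, 83.8% and 83.5% with 2 libraries per Day-4 group, and 66.5% to 81.0% with a library left out.

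Of the 78 contrasts of Table 2 genes, 30 were called, 8 in the fit on all 14 libraries, 0 and 0 with 2 libraries per Day-4 group, where 20 had an unadjusted p under 0.05 in the first of these fits, and 7 to 30 with a library left out. The mean fold change of the oxidative phosphorylation genes was 2.24 for DRY against LACT and 1.46 for DRY against IVC, and 2.44 and 1.58 without the 10 genes of highest counts, over 7 genes whose means were 2.38 and 1.47 before those 10 were left out. With a library left out they ranged from 2.04 to 2.33 and from 1.07 to 1.57, and for LACT against IVC from -1.60 to -1.13 around -1.54. For the mTOR pathway genes, DRY against LACT was 3.98, and 2.16 with at least 10 counts in every library, a filter that drops LAMTOR4. With a library left out it ranged from 2.86 to 6.44, and the lower bound for DRY against IVC from 59.2 to 124. Without LAMTOR4 the ranges were 1.79 to 2.57 for DRY against LACT, 1.93 to 2.92 for LACT against IVC and 3.82 to 6.46 for DRY against IVC. For the translation initiation genes, DRY against IVC ranged from -2.41 to -1.89.

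For EIF3F in DRY against LACT, the log2 fold change of 0.01 became -0.0121 with DESeq2's size factors, -0.0127 with at least 10 counts in every library, -0.0122 with DESeq2 and -0.0472 in the fit on all 14 libraries. With a library left out it ranged from -0.193 to 0.102, at -0.119 without IVC replicate 1, -0.120 without IVC replicate 2, -0.119 without IVC replicate 3, -0.111 without DRY replicate 1, -0.00496 without DRY replicate 2, -0.193 without LACT replicate 1 and -0.0333 without LACT replicate 3. For ATP5MF in DRY against IVC, 0.15 became -0.0345 without IVC replicate 3, in a range of -0.03 to 0.26. For ND6 in LACT against IVC, -0.24 became 0.0178 without IVC replicate 2 and 0.0104 without LACT replicate 2, in a range of -0.35 to 0.02.

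The excess distance of DRY from LACT and IVC was 13.3 over all components and 167 over the first 2 (exact permutation test, two-sided, p = 0.0107, against p = 0.620), and 4.11 to 28.4 with a library left out (exact permutation tests, two-sided, p = 0.386 to 0.907). On the axis from Day 2 to Day 4, DRY minus the mean of LACT and IVC was -0.0157, and 0.0947 over genes lower on Day 4 and -0.0770 over genes higher on Day 4, with -0.0304 to 0.0132 with a library left out.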

Differences from the paper's values

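No test in this part was chosen only after the result was seen, and the alternatives named here were set before the data were examined unless stated. Across the 3 Day-4 groups, the paper's number of DEG is 3451, and 2215 genes were counted here. With DESeq2, with the likelihood ratio test with observation weights that the paper's methods describe for this comparison, or without DRY replicate 1, the number falls within 1.5 times the paper's, and with the other 15 of 18 alternatives it does not. For EIF3F, the paper's fold change of DRY against LACT is -1.07, and 1.01 was found here. The sign is that of the paper with 11 of 17 alternatives: DESeq2's size factors, at least 10 counts in every library, DESeq2, the fit on all 14 libraries, and leaving out IVC replicate 1, 2 or 3, DRY replicate 1 or 2, or LACT replicate 1 or 3. With the other 6 it is not.

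For Clusters 1 and 2, the paper's sizes are 1413 and 2320, against 3768 and 3889 genes here. A filter on at least 10 counts in every library brings both within 1.5 times the paper's sizes, at 1985 and 2098 genes. The other 20 of 21 alternatives do not. For Cluster 5, the paper's size is about 280 in Fig 2, read by eye, against 103 here, and for Cluster 8 about 340 in Fig 2, read by eye, against 180. DESeq2 and the likelihood ratio test with observation weights bring both within 1.5 times the paper's sizes and the other 19 alternatives do not. For Cluster 12 the paper's size is about 160 in Fig 2, read by eye, against 28 here, and for Cluster 13 about 180 in Fig 2, read by eye, against 55. DESeq2 brings both within 1.5 times the paper's sizes and the other 20 alternatives do not. None of the 21 alternatives comes within 1.5 times the paper's size for the following. The paper's size of Cluster 3 is about 200 in Fig 2, read by eye, against 25 here, and of Cluster 4 the paper's 211, against 25. The paper's size of Cluster 6 is 259, against 40 here, of Cluster 7 the paper's 287, against 21, and of Cluster 9 about 190 in Fig 2, read by eye, against 24. The paper's size of Cluster 10 is 538, against 29 here, of Cluster 11 about 330 in Fig 2, read by eye, against 20, and of Cluster 14 the paper's 241, against 6. These clusters came from maSigPro in the paper and from contrasts of groups here.

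For Cluster A the paper's S3 Table lists 572 genes, against 288 here, and for Cluster C it lists 723, against 391. DESeq2 and the likelihood ratio test with observation weights bring both within 1.5 times the paper's sizes. The other 15 of 17 alternatives do not. For Cluster B the paper's size is 645, against 399 here. DESeq2 and the likelihood ratio test with observation weights bring it within 1.5 times the paper's size. So does leaving out the 10 genes of highest counts or DRY replicate 1. The other 13 alternatives do not. With a library left out the size was at most 445.

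The paper lists the 26 genes of Table 2 as different among the Day-4 groups. Here 19 were called across the groups and 24 with the likelihood ratio test with observation weights. Of their 78 contrasts between pairs, 30 were called here, 37 with that test and 41 with DESeq2. The paper describes the genes of Cluster 1 as absent on Day 4, and 1241 of the 1413 (87.8%) had a mean of at least 1 CPM there. It describes the genes of Cluster 2 as absent on Day 2, and 362 of the 586 read from S1 Table (61.8%) had a mean of at least 1 CPM there. It places LACT and IVC nearer to each other than to DRY. With the 3 libraries at the mean included, the excess distance of DRY was 13.3 over all components (exact permutation test, two-sided, p = 0.620), and 167 over the first 2 components (exact permutation test, two-sided, p = 0.0107). It describes histone genes as alike on Day 2 and in IVC. Of the 12 listed genes, 2 were higher and 4 lower in IVC with an FDR under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 higher are listed for Cluster 4 and the 4 lower for Clusters 5, 7 or A. The paper does not name the clusters its description covers, so the 12 may include genes outside it.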

Other observations

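Tests of the spacing of libraries within groups, the simulation without group differences and the count of genes in only 1 Day-4 group were chosen only after the result was seen.

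In each Day-4 group, 1 library had counts close to the mean of the other libraries for most genes with a group mean of at least 5 CPM. Genes with 0 counts in both other libraries are an exception. Of these, 237 in IVC, 731 in DRY and 710 in LACT had at least 10 counts in that library, against 161 to 343 for the other 6 libraries, and a mixture of the others would have none. Independent pools would make a library the middle one for 33.3% of genes, and the lowest value for these 3 libraries was 97.4%. A library sequenced from a mixture of the RNA or reads of the others would depart from their mean by counting error, with a median squared deviation of 0.455 of the expected count. The highest value was 0.153, less than reads drawn at random give. An adjustment of the counts that sets 2 sets of libraries to the same mean within each group would show in Day 2 too. There, libraries 1 and 5 against 2, 3 and 4 had a median absolute log2 ratio of 0.0323, and the other 9 of the 10 divisions 0.265 to 0.348. An adjustment that leaves counts of 0 as they are would leave genes with a 0 farther from equality, and they were at least 14.5 times farther in each group. Genes with a 0 have low counts or a wide spread and would depart more in any case, so this does not tell such an adjustment apart from others. ComBat-seq, tried on counts of 3000 genes simulated with a difference between 2 such sets, left a median absolute log2 ratio of 0.220 to 0.716 in the 4 groups, with or without the group given to it, against 0.00566 to 0.0330 in the data. Only 1 simulated spread of that difference was tried, so ComBat-seq is not excluded. An adjustment of the counts for 2 sets of libraries, by ComBat-seq or another method, is a candidate explanation that remains. The paper and its supplements mention no batch and no such adjustment. Library size, RNA from other cells and mislabelled samples were not tested as explanations, and the design gives no biological one.

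The number of genes called across the 3 Day-4 groups depended on the libraries at the mean, and a library at the mean lowers the spread within a group. Whether these libraries add a measurement of their own is open, since their origin is. With the 3 libraries left out 136 genes were called, against 2081 to 3671 in the 8 ways of leaving out 1 other library per group. In simulated counts without any difference between groups, the quasi-likelihood test called 1450 of 11493 genes when the third library was set at the mean, and 0 of 11494 with 3 independent libraries. The likelihood ratio test with observation weights called 3140 of the 11493. In the data these tests called 2215 and 3477 of 12069 genes. The spacing may thus account for a part of both counts, and the simulation does not settle how large a part. Of the 2215 genes, 132 were also called with the 3 libraries left out.

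Other splits of the libraries were compared with the real one, keeping the same replicate numbers in each group. Among 100 splits, the real one included, 1 gave as many genes across the 4 groups (highest other 7205), 1 for Day 4 against Day 2 (8268), 3 for the EGA group (8077), 2 for genes with 1 Day-4 group apart (1314) and 2 for the histone genes (1). Among the 36 splits of the Day-4 libraries, 1 gave as many genes across the 3 groups (highest other 164) and 1 as many called contrasts of Table 2 genes (4). Between pairs of groups, 1 of 4 splits gave as many genes in each contrast, and a share under 0.05 is not possible there. The other splits break up the equal spacing of libraries as well as the groups, so they do not part these.

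Some genes had at least 10 CPM in all 3 libraries of 1 Day-4 group and at most 3 counts in each of the 6 other Day-4 libraries. There were 41, of which 14 were in IVC, 5 in DRY and 22 in LACT. Among the 36 splits, 1 gave as many genes, and the highest other gave 22. Another 23 genes were missing from 1 group alone, 6 in IVC, 17 in DRY and 0 in LACT. Technical explanations other than the grouping were not tested on these genes.

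The distance of DRY from LACT and IVC was tested against library size and against a few genes taking most of the counts. With every library thinned to the smallest total, 101.5% of the excess distance was left, and without the 10 genes of highest counts 100.1%. Leaving out 10 genes hardly moves a distance over all genes, so the pattern cannot be told apart from the effect of a few genes on the normalization. The excess itself was within the range of relabelling. A lag of DRY embryos behind LACT and IVC would place them nearer to Day 2. Their mean position minus that of the others was -0.0157, on an axis from 0 on Day 2 to 1 on Day 4, with a spread of 0.0484 (SD, n = 3). This value pools opposite signs. Over genes higher on Day 4 it was -0.0770 with a spread of 0.0343 (SD, n = 3), and DRY differed from LACT and from IVC at p = 0.1 each, the lowest that 3 libraries per group allow (exact permutation tests, two-sided). Over genes lower on Day 4 it was 0.0947 with a spread of 0.131 (SD, n = 3).

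For the oxidative phosphorylation genes of Table 2, a change of more of the pathway was tested with limma's camera on 20 genes of Cluster 2. The paper counts 70 there, so the whole pathway was not tested. The Benjamini-Hochberg adjusted p from camera was 0.667 for DRY against LACT. For translation initiation, the same test on the 48S complex gave an adjusted p of 0.383 for DRY against IVC with limma's camera and Benjamini-Hochberg adjustment. The paper grouped these genes for the absence of a difference between Day-4 groups, so the tests do not settle it. For the mitochondrially encoded genes of Table 2, higher in DRY than in LACT, 105% of the mean log2 fold change of the genes outside the 10 of highest counts was left without those 10. This rests on 3 genes, with a mean log2 fold change of 0.704 with those 10 and 0.741 without them. The 10 genes took 44.6 ± 2.09% of the counts in DRY and 42.8 ± 2.23% in LACT (SD, n = 3 each). Both fits were scaled with TMM, which trims genes of extreme level or ratio, so little change was likely under any explanation. For the 3 genes, the comparison thus cannot decide whether a few genes taking most of the counts explain the difference. CYTB and COX3 are among the 10, so the test does not cover them.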
